# Carbon Monoxide Blocks Lipopolysaccharide-Induced Gene Expression by Interfering with Proximal TLR4 to NF-κB Signal Transduction in Human Monocytes

**DOI:** 10.1371/journal.pone.0008139

**Published:** 2009-12-02

**Authors:** Maneesha Chhikara, Shuibang Wang, Steven J. Kern, Gabriela A. Ferreyra, Jennifer J. Barb, Peter J. Munson, Robert L. Danner

## Abstract

Carbon monoxide (CO) is an endogenous messenger that suppresses inflammation, modulates apoptosis and promotes vascular remodeling. Here, microarrays were employed to globally characterize the CO (250 ppm) suppression of early (1 h) LPS-induced inflammation in human monocytic THP-1 cells. CO suppressed 79 of 101 immediate-early genes induced by LPS; 19% (15/79) were transcription factors and most others were cytokines, chemokines and immune response genes. The prototypic effects of CO on transcription and protein production occurred early but decreased rapidly. CO activated p38 MAPK, ERK1/2 and Akt and caused an early and transitory delay in LPS-induced JNK activation. However, selective inhibitors of these kinases failed to block CO suppression of LPS-induced IL-1β, an inflammation marker. Of CO-suppressed genes, 81% (64/79) were found to have promoters with putative NF-κB binding sites. CO was subsequently shown to block LPS-induced phosphorylation and degradation of IκBα in human monocytes, thereby inhibiting NF-κB signal transduction. CO broadly suppresses the initial inflammatory response of human monocytes to LPS by reshaping proximal events in TLR4 signal transduction such as stress kinase responses and early NF-κB activation. These rapid, but transient effects of CO may have therapeutic applications in acute pulmonary and vascular injury.

## Introduction

Carbon monoxide (CO), an endogenous messenger generated by heme oxygenase-1 (HO-1) [1], has cytoprotective [2], [3], anti-proliferative [4]–[6], and anti-inflammatory effects [7]–[10] that indicate a potential for clinical applications. In animal models, CO itself or CO-releasing molecules (CORMs) have demonstrated benefits in ischemia/reperfusion injury [11]–[13], pulmonary inflammation [8], [14], [15], and sepsis [10], [16]. However, the intermediary targets of CO signaling and mechanisms of its therapeutic effects are not entirely clear. Unlike nitric oxide (NO^•^), CO only weakly activates soluble guanylate cyclase [4] and therefore cGMP may be less important as a second messenger.

The anti-inflammatory effects of CO have been extensively investigated in rodents. CO was shown in mice to activate p38 MAPK and induce IL-10, thereby downregulating proinflammatory cytokines such as TNF-α, IL-1β and MIP-1β [7]. A study in rats reported that CO blocks inflammatory responses through cGMP-dependent inhibition of ERK and suppression of early growth factor (EGR)-1, an immediate-early transcription factor [17]. The anti-inflammatory effects of CO have also been associated with an early delay in LPS-induced JNK activation and subsequent impairment of AP-1 signaling [18]. Other investigations have emphasized CO interference with NF-κB signal transduction [16], [19]–[22]. Alternatively, CO has been shown to block apoptosis by activating NF-κB [23], [24]. Release of oxygen radicals from mitochondria was identified as a proximal signaling event in CO activation of NF-κB [24], as well as CO effects on p38 MAPK [25], peroxisome proliferator-activated receptor gamma (PPARγ) [26] and hypoxia-inducible factor (HIF-α) [27]. Conversely, other work has associated the anti-inflammatory activity of CO with NADPH oxidase inhibition and decreased oxygen radical generation [20], [28]. Collectively, these findings in rodents suggest a complex, compartmentalized pattern of signaling that appears to be highly dependent on experimental conditions and timing.

Studies using human cells are more limited, but also demonstrate a range of effects and similarly indicate that CO signal transduction may be context dependent. In A549 cells, a human pulmonary epithelial line, CO gas (250 ppm) inhibited IL-17-induced activation of ERK1/2 and had no effect on p38 MAPK or JNK[29]. Somewhat differently, CO was shown in Caco-2 cells (an adenocarcinoma line), to decrease cytokine-induced activation of p38 MAPK, JNK and ERK1/2 as well as NF-κB, [21]. Another group also reported that CO suppressed NF-κB activation in LPS-challenged human umbilical vein endothelial cells (HUVEC), attenuating the induction of intercellular adhesion molecule-1 (ICAM-1) and nitric oxide synthase 2 (NOS2) expression [30]. Again suggesting that CO may decrease NAPDH oxidase function and ROS production, CO was found to dampen the respiratory burst in human neutrophils [31]. However, inhaled CO gas (500 ppm) failed to reduce LPS-induced inflammation in human volunteers, despite substantial anti-inflammatory effects in LPS-challenged mice [32]. Thus, human compared to rodent studies show both overlap and differences. Defining the mechanisms, kinetics and targets of CO signaling in human cells is essential to understanding its therapeutic potential.

The goals of this investigation were to identify the earliest gene targets of CO signaling in human monocytes and to examine its mechanisms. Oligonucleotide microarrays were used to globally characterize the effects of CO on Toll-like-receptor (TLR) 4-mediated gene regulation 1 h after LPS challenge in human THP-1 cells. Pivotal target genes and signal transduction events were subsequently verified in primary human monocytes. The predominant effect of CO was to suppress LPS-induced immediate-early genes including transcription factors, cytokines and chemokines. Suppression of gene transcription was rapid, but also transient. Several LPS-responsive stress kinase pathways, p38 MAPK, ERK1/2 and Akt, were activated by CO, while LPS-induced JNK phosphorylation was briefly delayed. However, kinase inhibitors failed to block CO-suppression of IL-1β, indicating that effects on these pathways were tangential rather than causative. Most of the genes suppressed by CO were associated with NF-κB regulation and CO was shown to interfere with an early step in LPS/TLR4 mediated NF-κB activation in human monocytes. The mechanism and kinetics of inflammatory response suppression by CO has implications for its use as a therapeutic strategy.

## Materials and Methods

### Reagents

*Salmonella minnesota* Re595 LPS was obtained from List Biologic (Campbell, CA). Cyclic nucleotide analogue, 8-bromo cGMP was purchased from Sigma Aldrich (St. Louis, MO). MAPK inhibitors: p38 (SB-203580), ERK (PD-98059), JNK Inhibitor II and Akt (LY-294002) were obtained from Calbiochem (San Diego, CA). Antibodies against phospho-IκB-α (5A5), p38 MAPK, ERK1/2, JNK, Akt and IL-1β were purchased from Cell Signaling Technology (San Jose, CA). Santa Cruz Biotechnology (Santa Cruz, CA) was the source of anti-IκB-α (C-21), anti-Tubulin and anti-Ah Receptor (C-18) antibodies, as well as double stranded NF-κB oligonucleotide consensus sequence and mutant NF-κB oligonucleotide. Anti-rabbit and anti-mouse IgG secondary antibodies were from Jackson ImmunoResearch Laboratories (West Grove, PA). RNeasy kits were obtained from Qiagen (Valencia, CA). ELISA kits for IL-1β and IL-8 were purchased from R&D Systems (Minneapolis, MN).

### Cell Culture

THP-1 cells (TIB-202), a human monocytic cell line, from American Type Culture Collection (ATCC, Manassas, VA) were cultured in RPMI-1640 complete medium (Invitrogen, Carlsbad, CA) with L-glutamine (2 mmol/L) containing 10% heat-inactivated fetal calf serum, 100 U/ml penicillin, 100 µg/ml streptomycin, and 50 µM β-mercaptoethanol (Sigma-Aldrich) at 37°C in a humidified atmosphere of 5% CO_2_. Human elutriated monocytes from healthy donors were obtained from the NIH Clinical Center Department of Transfusion Medicine (Bethesda, MD) using an IRB-approved protocol. Monocytes were then spun at 1500 rpm for 5 min and resuspended in Erythrocyte lysis buffer (Qiagen). Cell pellets were washed twice in PBS buffer, resuspended in RPMI 1640 complete medium and incubated overnight. More than 95% of these cells expressed CD14, as determined by flow cytometry using fluorescein isothiocyanate-labeled anti-human CD14 (BD Biosciences, San Jose, CA).

### LPS Challenge and Carbon Monoxide Exposure

LPS (1 µg/ml) was used as indicated to stimulate THP-1 cells or elutriated primary human monocytes. Incubated cells were exposed to CO at 250 ppm in special modular incubator chambers (Billups-Rothenberg Inc., CA) using premixed gas cylinders (Praxair, Bethlehem, PA) containing compressed air and 250 ppm CO supplemented with 5% CO_2_ for adjustment of pH. Final CO levels were monitored using a mini CO analyzer (MSA, Pittsburg, PA). CO exposure time was varied according to the experimental design. To ensure that gene suppression was not due to CO cytotoxicity, cell viability was verified by quantifying live cells using a nucleocounter (New Brunswick Scientific, Edison, NJ).

### Oligonucleotide Microarrays

Total RNA extracted from THP-1 cells was subjected to gene expression profiling using HGU133 plus 2.0 arrays according to manufacturer's protocols (Affymetrix, Santa Clara, CA). THP-1 cells (1×10^7^) incubated with or without LPS (1 µg/ml) in presence or absence of CO (250 ppm) were lysed with RLT buffer (Qiagen) and shredded (Qiashredder column). Total RNA was extracted using RNeasy Mini kit (Qiagen), following the manufacturer's instructions. Quality of total RNA was evaluated using RNA 6000 Nano LabChip (Agilent 2100 Bioanalyzer, Santa Clara, CA). All samples had intact 18S and 28S ribosomal RNA bands with RIN numbers from 8.8 to 9.4 and RNA 260/280 ratios between 1.9 and 2.0. Double-stranded cDNA was synthesized from total RNA (1.7 µg) and purified using a GeneChip Expression 3′- One-Cycle cDNA Synthesis kit (Affymetrix). Biotin labeled cRNA was made using an IVT GeneChip Expression 3′-Amplification kit (Affymetrix), fragmented and hybridized to microarrays following the manufacturer's directions. After staining with streptavidin-phycoerythrin (SAPE) and anti-streptavidin antibody (Affymetrix Fluidics Station 400), microarrays were scanned (Affymetrix 7G) and results (Affymetrix GCOS 1.4) were transferred to the NIHLIMS database. Raw data and processed data are available through the National Center for Biotechnology Information Gene Expression Omnibus database (Accession no. GSE16193) and all data is MIAME compliant.

### Quantification of Cytokines

THP-1 cells (0.5×10^6^) or elutriated primary human monocytes (1×10^6^) were incubated with or without LPS (1 µg/ml) in presence or absence of CO (250 ppm) for indicated times. Culture supernatants were collected at the indicated time points and the production of IL-1β and IL-8 was analyzed with Quantikine ELISA kits purchased from R&D system following the manufacturer's instructions.

### Nuclear Run-On Assay

THP-1 cells (2×10^7^) were treated with or without LPS (1 µg/µL) in the presence or absence of 250 ppm CO for various times. Nuclei were isolated with Nuclei Isolation kit (Sigma). *In vitro* reverse transcriptase reactions were carried out at 30°C for 40 min in 250 µL of transcription buffer containing nuclei. Total RNA was extracted (Qiagen) and newly synthesized RNA transcripts were isolated using a µMACS Streptavidin kit (Miltenyi Biotech, Aubum, CA) as previously described [33]. Nascent IL-1β transcripts were quantified by qRT-PCR and normalized to GAPDH.

### Quantitative Real-Time PCR (qRT-PCR)

THP-1 cells (2×10^6^) or elutriated primary human monocytes (3×10^6^) were incubated with or without LPS (1 µg/ml) in presence or absence of CO (250 ppm) for indicated times. Total RNA was isolated from treated cells using RNeasy Mini kits (Qiagen). Reverse transcription was performed with RT kits (La-Roche, Basel Switzerland). Transcript levels of selected genes were measured by qRT-PCR using TaqMan® Universal PCR master mix and the ABI Prism 7900 sequence detection system (Applied Biosystems, Foster City, CA). The gene specific primers and probes for qRT-PCR were purchased from Applied Biosystems. Target gene mRNA levels were normalized to the housekeeping gene GAPDH and relative gene expression was calculated as fold-induction compared with control [34].

### Western Blotting

CO effects on MAPK pathways and IκBα in LPS-stimulated THP-1 cells (2×10^6^) or elutriated primary human monocytes (8×10^6^) were determined by Western blotting. Cells were rinsed with cold PBS, and sonicated in 40 µl of mammalian protein extraction reagent (Pierce) with Complete Mini Protease inhibitor cocktail (Roche, Nutley, NJ). Protein concentrations were estimated by BCA method (Pierce). Proteins (40 µg) were separated on 4–20% SDS Tris-glycine gel (Invitrogen) in 1x SDS Tris-Glycine running buffer, transferred to membranes, blocked with 2% ECL Advance blocking reagent (Amersham Biosciences, Pittsburg, PA) for 1 h at room temperature, and incubated overnight with primary antibody at 4°C followed by appropriate peroxidase-conjugated secondary antibody for 1 h at room temperature. Signal was developed using ECL Advance Western blotting detection kit (Amersham Biosciences) and analyzed using the Image Station 440 charge-coupled device camera system (Eastman Kodak Co., New Haven, CT, USA). Membranes were subsequently stripped using standard stripping solution (100 mM 2-mercaptoethanol, 2% SDS and 62.5 mM Tris.HCl, pH 6.8) at 37°C for 30 min and reprobed with antibody targeting total p38 or α-Tubulin to confirm equal loading of samples.

### Electrophoretic Mobility Shift Assay (EMSA)

Nuclear protein extracts from THP-1 cells (1×10^7^ ) or elutriated primary human monocytes (2×10^7^) treated with and without LPS (1 µg/ml) in the presence or absence of CO (250 ppm) were prepared using CelLytic Nuclear Extraction kit (Sigma, St Louis, MO), according to the manufacturer's recommendations. Double stranded DNA oligonucleotides containing NF-κB consensus sequence (GGGGACTTTCCC) was labeled using Biotin 3′-End DNA Labeling kit (Pierce, Rockford, IL). NF-κB binding activity was determined using the Light Shift Chemiluminesencent EMSA kit (Pierce, Rockford, IL). Nuclear protein extract (5–10 µg) was incubated for 40 min at room temperature in binding buffer containing 200 ng poly dI:dC, 1% NP-40 and 50% glycerol with labeled probe. For competition assays, 100-fold excess of unlabeled NF-κB probe or its mutant probe was added 20 min prior to labeled probe. For supershift assay, 2 µg of rabbit polyclonal antibody against NF-κB p65 or p50 (Santa Cruz Biotechnology) were incubated with nuclear extract 20 min prior to adding labeled probe; likewise antibody against Ah Receptor (C-18) was used as a negative control for NF-κB supershift. Protein-DNA complexes were separated by electrophoresis on 4–20% Tris-Borate-EDTA (TBE) native polyacrylamide gels (Invitrogen) containing 0.5x Tris-Borate-EDTA running buffer at 4°C. Chemiluminescence was measured using the Image Station 440 charge-coupled device camera system (Eastman Kodak).

### Statistical Analysis

Data are presented as mean ± SEM of at least three independent measurements. Fold changes in Table 1 are expressed as point estimates with a confidence interval of one standard error. Messenger RNA and protein expression levels were analyzed by analysis of variance (ANOVA) using experiment as a blocking factor to control for experiment-to-experiment variability. Direct group comparisons of particular interest were examined by *post hoc* least squares means contrasts or paired t-tests. Two- and three-factor ANOVAs were implemented when direct tests of interacting factors were necessary. Differences were considered statistically significant at the α = 0.05 level.

**Table 1:** Validation of microarray results by qRT-PCR in THP-1 cells and primary monocytes.

Gene Symbol	Gene Name	Entrez ID	Fold Change (LPS+CO/LPS)†		
			THP-1 (Microarray)	THP-1 (qRT-PCR)	Primary Monocytes (qRT-PCR)
IL1B	interleukin 1, beta	3553	0.35 (0.30–0.40)	0.48 (0.38–0.59)	0.66 (0.54–0.81)
IL8	interleukin 8	3576	0.71 (0.62–0.81)	0.75 (0.68–0.82)	0.73 (0.61–0.88)
ICAM1	intercellular adhesion molecule 1	3383	0.63 (0.58–0.68)	0.70 (0.65–0.76)	0.49 (0.42–0.58)
CXCL1*	chemokine (C-X-C motif) ligand 1 (melanoma growth stimulating activity, alpha)	2919	0.61 (0.54–0.70)	0.71 (0.66–0.76)	0.51 (0.43–0.61)
CXCL2	chemokine (C-X-C motif) ligand 2	2920	0.62 (0.55–0.70)	0.51 (0.44–0.58)	0.66 (0.57–0.78)
CXCL3*	chemokine (C-X-C motif) ligand 3	2921	0.48 (0.43–0.54)	0.62 (0.53–0.72)	0.50 (0.44–0.56)
CCL3*	chemokine (C-C motif) ligand 3 /// chemokine (C-C motif) ligand 3-like 1 )	414062	0.62 (0.53–0.73)	0.60 (0.45–0.80)	0.69 (0.60–0.78)
CCL4	chemokine (C-C motif) ligand 4	6351	0.38 (0.30–0.46)	0.55 (0.43–0.70)	0.58 (0.39–0.87)
CCL5	chemokine (C-C motif) ligand 5	6352	0.57 (0.51–0.64)	0.57 (0.48–0.68)	0.68 (0.57–0.80)
CCL20	chemokine (C-C motif) ligand 20	6364	0.43 (0.36–0.52)	0.55 (0.48–0.62)	0.42 (0.27–0.66)
EGR2*	early growth response 2	1959	0.35 (0.30–0.41)	0.44 (0.35–0.56)	0.81 (0.76–0.86)
EGR3*	early growth response 3	1960	0.45 (0.38–0.53)	0.51 (0.38–0.68)	0.61 (0.45–0.82)
EGR4*	early growth response 4	1961	0.58 (0.50–0.67)	0.55 (0.42–0.72)	0.33 (0.22–0.48)
PTGS2	prostaglandin-endoperoxide synthase 2	5743	0.47 (0.41–0.54)	0.46 (0.36–0.58)	0.55 (0.45–0.68)
PTX3*	pentraxin-related gene, induced by IL-1 beta	5806	0.58 (0.53–0.65)	0.70 (0.55–0.89)	0.71 (0.64–0.79)
TNF	tumor necrosis factor	7124	0.52 (0.46–0.59)	0.72 (0.64–0.81)	0.74 (0.69–0.79)
TNFAIP3*	tumor necrosis factor, alpha-induced protein 3	7128	0.58 (0.50–0.68)	0.67 (0.52–0.87)	0.57 (0.50–0.66)
ATF3	activating transcription factor 3	467	0.67 (0.59–0.75)	0.87 (0.72–1.05)	0.76 (0.68–0.86)
NFKBIA	nuclear factor of kappa light polypeptide gene enhancer in B-cells inhibitor, alpha	4792	0.82 (0.71–0.93)	0.54 (0.42–0.69)	1.07 (0.99–1.15)
PDE4B*	phosphodiesterase 4B, cAMP-specific	5142	0.60 (0.56–0.64)	0.69 (0.64–0.75)	0.62 (0.48–0.80)

* *New candidate genes for CO suppression.*

† *One standard error confidence interval shown in parentheses.*

For microarray data, expression intensities for each probeset were computed as MAS5 signal intensities, and subsequently quantile-normalized and transformed to homogeneous variance using the “S10” transform available in the MSCL Analyst's Toolbox (http://abs.cit.nih.gov/MSCLtoolbox/). ANOVA was carried out on the transformed values, accounting for batch (factor 1) and 4 distinct treatments (factor 2). The empirical Bayes method of pooling residual variance across many probesets was employed to increase the power of the ANOVA, as implemented in JMP-Genomics (SAS, Inc, Cary, NC). Post-hoc contrasts of LPS vs. control and LPS-CO vs. LPS were computed. A composite p-value for the event that both LPS increased and LPS-CO subsequently decreased the expression levels, was computed as follows: p-both events  =  (max (p_1_,p_2_))^2^, where p_1_ and p_2_ are the calculated p-values for each separate event, and independence of the events is assumed. This approximate p-value was then adjusted for multiple comparisons using the Benjamini-Hochberg approach to false discovery rate (FDR) [35].

Selection criteria for LPS-induced genes at 1 h were FDR ≤10% and fold change (FC) ≥2, which returned 169 probesets representing 101 genes. Gene selection cutoffs for CO-suppression were chosen to capture a large enough list of genes for meaningful bioinformatic analyses and thereby allow us to explore mechanisms underlying this response. A review of the literature and preliminary PCR testing of known CO-target genes demonstrated CO to have modest, but reproducible effects on important inflammatory response genes at the very early time point of interest. These considerations led to the use of liberal criteria for CO-suppression, namely FDR ≤20% and ≥1.2 fold downregulation (corresponding to FC ≤0.83), which returned 79 genes.

Transcription factors were identified among differentially expressed genes using Genomatix® Bibliosphere (Munich, Germany), a text mining database derived from published articles. One additional transcription factor was found using PubMed. NF-κB target genes were similarly first sought using Genomatix® Bibliosphere. Gene promoters from our entire list of CO-suppressed transcripts were also subjected to a sequence-based analysis using Biobase (http://www.biobase-international.com) to identify additional genes with putative NF-κB binding sites. Manual searching of PubMed citations retrieved two NF- κB target genes that were not found by the other methods.

## Results

### Microarrays

Oligonucleotide microarrays identified a genome-wide set of LPS-induced genes that were suppressed by CO at 1 h in THP-1 cells, a human monocytic cell line. 

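THP-1 cells, a human monocytic leukemia line, were exposed for 1 h to air, CO (250 ppm), LPS (1 µg/ml) or LPS with CO, and total RNA from 5 replicates of each treatment was hybridized to oligonucleotide arrays of 54675 probe sets. All 20 arrays were used here; the Figure 1 legend speaks of 4 independent experiments, and the paper's text does not name which arrays these were. The deposited values are linear MAS5 signal intensities. The median signal per array ran from 15.0 to 17.0 in control, 16.1 to 17.5 in CO, 15.3 to 16.3 in LPS and 16.4 to 17.1 in LPS+CO cells, and the 3'/5' ratio of the GAPDH control probe sets lay between 1.07 and 1.18 on all 20 arrays. TNF, the cytokine whose product is TNF-α, had a quantile-normalized signal of 269 ± 111 (SD, n = 5) in control cells, 7035 ± 652 (SD, n = 5) with LPS and 5413 ± 796 (SD, n = 5) with LPS+CO. In cells with CO and no LPS it was 196 ± 20.6 (SD, n = 4) on replicates 2 to 5, and 7566 on the array labelled CO replicate 1. Signals were quantile-normalized over the 20 arrays and put on a log2-like scale, which stands in for the S10 transform because the paper does not give its parameters. limma was fitted with treatment and array batch as factors, the batch being replicates 1 to 3 (12 arrays) against replicates 4 and 5 (8 arrays) as the sample titles group them, and the thresholds were those of the paper. The array labelled CO replicate 1 widens the shared estimate of spread, so that counts it moves by more than 1.5 times are also given without it. The legend calls its 4 experiments independent, and the sample labels do not say whether the 5 replicates are separate cultures; p-values measure the spread between these samples, and the labels and the methods differ in the cell number and RNA amount used.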

In the absence of LPS, CO had little or no effect on gene expression. 

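In THP-1 cells without LPS, no probe set was lower and none was higher with CO at the paper's thresholds in limma, and without the array labelled CO replicate 1 there were 0 lower and 1 higher. With each array left out in turn, 0 to 2 were lower and 0 to 1 higher. At an unadjusted p under 0.05, 1128 probe sets were lower by the same fold and 1113 were higher by at least 1.2 times. Without a fold rule they were 1198 and 1143, fewer than the 1365 expected by chance in each direction. Fitting control and CO arrays alone gave 2 lower probe sets. On CO replicates 2 to 5 some LPS-responsive genes lay near their control signals. IL1B, which encodes IL-1β, was at 144 ± 47.4 (SD, n = 4) against 158 ± 48.3 (SD, n = 5) in control cells. PTGS2, the inducible cyclooxygenase, was at 13.2 ± 1.41 (SD, n = 4) against 14.9 ± 5.63 (SD, n = 5). Others lay above them, such as EGR1 at 394 ± 9.02 (SD, n = 4) against 262 ± 50.4 (SD, n = 5). IL1A, which is dim without LPS, was at 9.07 ± 0.675 (SD, n = 4) against 3.19 ± 2.58 (SD, n = 5). The array labelled CO replicate 1 had signals of 8854 for IL1B, 1332 for PTGS2, 3029 for EGR3 and 5422 for CCL20. With that array, 8 of 31 gene lists were higher with CO by camera, the textbook NF-κB target genes among them (adjusted p = 3.94e-09; adjusted p = 0.475 with an estimated correlation), and without it none was (adjusted p = 0.893 for the NF-κB targets). No single member of these lists passed limma's test when adjusted over all probe sets. Adjusted over the list alone, 1 member was higher among the SRF and ERK immediate-early genes and 1 among the immediate-early transcription factors. The list of MAP kinase phosphatases and ERK feedback genes also had 1 higher member by that adjustment. TMEM63C, a membrane protein gene with one of the smallest p-values, had a log2 fold change of 2.15 with CO (standard error 0.34, adjusted p = 0.239 from limma). It is also raised by LPS. On CO replicates 2 to 5 it was at 18.2 ± 4.69 (SD, n = 4), against 2.58 ± 1.17 (SD, n = 5) in control cells. LINC00102 and TTTY15, dim genes also among the smallest p-values, ran lower with CO. Their log2 fold changes were -0.99 (standard error 0.17) and -1.19 (standard error 0.21), each with adjusted p = 0.330 from limma.

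**Figure D1:**
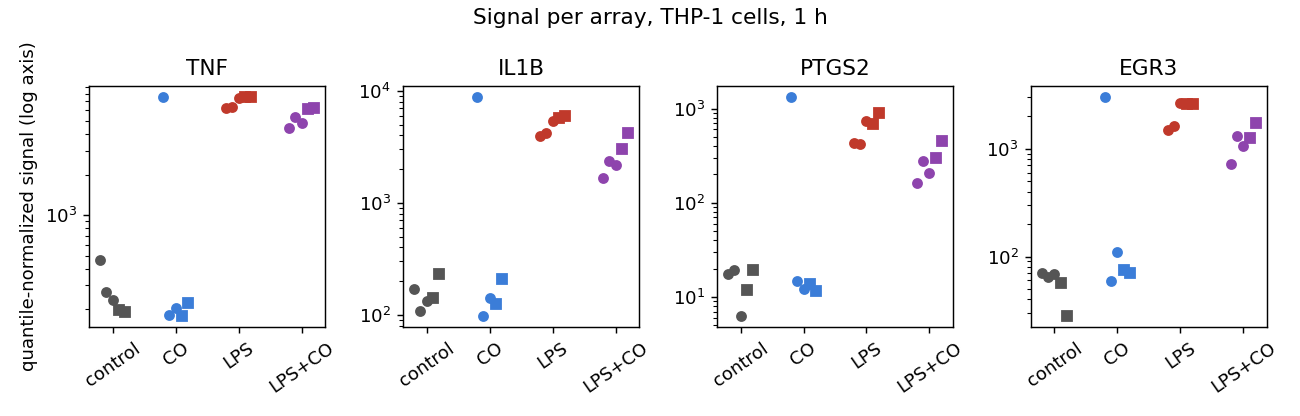
Quantile-normalized signal (log axis) of TNF, IL1B, PTGS2 and EGR3 on each of the 20 arrays by treatment; circles are replicates 1 to 3 and squares replicates 4 and 5. One CO array, labelled replicate 1, lies at 7566 for TNF, among the LPS arrays, and the other CO arrays lie with the control arrays.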

Only two genes of questionable relevance (putative binding protein 7a5 and uncharacterized gastric protein ZG33P) were identified as CO-suppressed in the absence of LPS, using liberal selection criteria (FDR ≤20% and FC ≤0.83). 

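MACC1, the current symbol of the gene encoding putative binding protein 7a5, was close to the lowest signals of the arrays, at 3.51 ± 2.05 (SD, n = 5) in control cells and 3.38 ± 1.88 (SD, n = 4) on CO replicates 2 to 5. The array labelled CO replicate 1 had 1.11. Its log2 fold change with CO was -0.15 (standard error 0.48, adjusted p = 0.9997 from limma), a difference smaller than the spread between replicates. Its other probe sets, similarly dim, did not pass in this contrast either. The paper's text does not name the probe set behind its call. The other gene of the pair, ZG33P, was not analysed here.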

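LPS for 1 h raised cytokine, chemokine and immediate-early genes in THP-1 cells: 167 probe sets of 103 genes were higher at an FDR of at most 10% and a fold change of at least 2, and 32 probe sets were lower by the mirrored rule. Without the array labelled CO replicate 1 in the fit the counts were 256 and 67, and without LPS replicate 2 there were 21 lowered. On the log2-like scale used here the largest increases were in the chemokine genes CCL4, CCL20 and CXCL2. CCL4 had a log2 fold change of 6.42 (standard error 0.96, adjusted p = 0.0058 from limma). CCL20 had 6.24 (standard error 1.13, adjusted p = 0.0199) and CXCL2 5.98 (standard error 0.94, adjusted p = 0.00697). The order depends on the scale. Table S1 gives folds of 168.7 for TNF and 85.3 for IL1B, above CCL20 (83.6) and CXCL2 (15.4) and below CCL4 (261.2). TNF rose by 4.79 (standard error 0.74, adjusted p = 0.00638) and NFKBIZ, an inducible member of the IκB family, by 5.08 (standard error 0.73, adjusted p = 0.00445). Of 18 measured SRF and ERK immediate-early genes 12 were higher and none lower (16 higher when adjusted over the list alone), and of 40 textbook NF-κB target genes 19 were higher and none lower (29 when adjusted over the list alone). Of 23 immediate-early transcription factors 11 were higher, of 18 negative feedback regulators of TLR signalling 8, of 17 chemokines 6 and of 19 cytokines 5, with none lower when adjusted over all probe sets; adjusted over each list alone 1 transcription factor and 1 chemokine were lower. By camera 12 of 31 lists passed and 8 did with an estimated correlation; monocyte markers leaned lower (median log2 fold change -0.15, adjusted p = 0.00337; adjusted p = 0.128 with an estimated correlation), none of the 16 passing alone and 1 lower when adjusted over the list. Among the lowered genes were dim ones such as STON1, at 13.0 ± 5.95 (SD, n = 5) in control and 3.17 ± 3.00 (SD, n = 5) in LPS-treated cells (log2 fold change -1.64, standard error 0.32, adjusted p = 0.0346), whose second probe set did not pass (-0.57).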

At 1 h, LPS primarily upregulated gene expression as illustrated by the marked asymmetry of Figure 1A. Likewise, the predominant effect of CO was to suppress these LPS-induced genes (Figure 1B). 

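In LPS-treated cells, most LPS-induced genes had a lower signal with CO. The median log2 ratio of LPS+CO to LPS over the 167 LPS-induced probe sets was -0.38, with medians of -0.45, -0.27, -0.53, -0.38 and -0.25 in the 5 same-numbered pairs. In simulated data whose CO groups had no effect this median averaged -0.26 and reached -0.55 (50 draws). The same LPS arrays select the probe sets and enter the ratio, which bears on the counts of lower genes as well. Without the array labelled CO replicate 1 the median was -0.40, against an average of -0.19 and a lowest value of -0.38. Of the 103 LPS-induced genes 92 had a lower signal with CO, and 62 were lower in all 5 pairs. For 26 of these genes the probe set of highest mean signal was not the LPS-induced one; of the 77 others 69 had a lower signal with CO. A further 177 probe sets were chosen by comparing both LPS-treated groups with both untreated groups, a choice not tied to the CO contrast. Over these the median was -0.30, and it was -0.36 in batch 1 and -0.25 in batch 2. An exact permutation test over 252 labelings gave a two-sided p = 0.0159, where the smallest possible is 0.00794. The labelings were not kept within batch, so that this test does not account for batch. In simulated data whose CO groups had no effect, the median over probe sets chosen this way averaged -0.023 and reached -0.395 with all 20 arrays. The observed -0.30 lies within that range. Without the array labelled CO replicate 1 the median was -0.348, against a lowest simulated value of -0.111. That array is in neither group of this contrast, yet the simulated range widened with it. Few single genes passed on the log2-like scale used here. At an adjusted p under 0.05 in limma 1 probe set was lower and 1 was higher (0 without the array labelled CO replicate 1). No LPS-induced probe set was higher. The lower one measures HEY2, a Hairy-related transcriptional repressor, at 9.87 ± 3.25 (SD, n = 5) with LPS and 1.60 ± 0.75 (SD, n = 5) with LPS+CO (adjusted p = 0.00299); it is dim, below the 25th percentile of signals (4.4) in LPS+CO cells, and with dim probe sets left out 0 were lower; a second probe set of HEY2 did not change with LPS (0.11) or with CO (-0.15). With each array left out in turn, 1 to 2 probe sets were lower and 0 to 3 higher. These counts depend on the scale together with the arrays fitted. On a scale rebuilt from the replicate spread, chosen after the values were seen, 0 were lower and 0 higher with all arrays. Without the array labelled CO replicate 1, or with replicates 2 to 5 alone, many more were lower on it, and several higher. Those counts are given below with the other processing settings. By camera 7 gene lists were lower with CO, among them textbook NF-κB target genes (36 of 40 lower in sign, median -0.38, adjusted p = 3.6e-05), and with an estimated correlation none passed (adjusted p = 0.985). Without the array labelled CO replicate 1 the camera adjusted p of these targets was 3.8e-20 at the preset correlation. The estimated correlation (0.618 for these targets) comes from all 20 arrays. It therefore does not tell whether any list would pass with it when that array is left out. The count of 7 was 10 without the array labelled CO replicate 1, 2 without LPS+CO replicate 1 or LPS replicate 4, 4 without LPS+CO replicate 2 or 4, and 1 without LPS+CO replicate 3, LPS replicate 3 or LPS replicate 5.

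**Figure D2:**
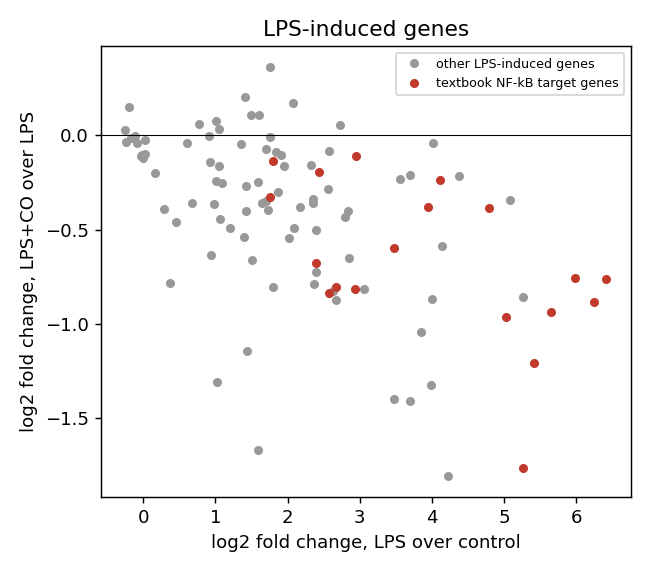
Each point is one of the 103 LPS-induced genes, with the log2 fold change of LPS over control on the x axis and of LPS+CO over LPS on the y axis; red points are the 19 textbook NF-κB target genes. All 19 of these lie below 0, as do 92 of the 103 genes; 26 genes are plotted on a probe set that is not the LPS-induced one.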

Of 101 genes (162 probesets) induced by LPS (FDR ≤10%, FC ≥2), CO suppressed the expression of 78% (79 unique genes, 120 probesets), using a liberal selection criteria (FDR ≤20% and FC ≤0.83) to avoid missing important CO effects (Figure 1C). 

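Of the LPS-induced set, 15 probe sets of 12 genes met the paper's composite rule for CO suppression, which is 11.7% of 103 LPS-induced genes. They include HEY2, SLC18B1, a vesicular transporter gene that is dim (2.14 in control, 6.37 with LPS and 1.15 with LPS+CO), and SPRY1, a feedback inhibitor of receptor tyrosine kinase signalling (log2 fold change -0.80, standard error 0.31); SLC18B1 and SPRY1 were lower in 5 of 5 pairs, and their CO contrast alone gave adjusted p = 0.174 and 0.964 in limma. The dimmer second probe set of SPRY1 (-0.32) and that of HEY2 did not meet the rule. Without the array labelled CO replicate 1, 122 probe sets of 78 genes passed, of 256 LPS-induced probe sets and 150 genes. IL1B then passed the composite rule (FDR 6.86e-05), as did PTGS2 (FDR 0.000531) and EGR3 (FDR 0.0219), while in all 20 arrays their composite FDRs were 0.692, 0.604 and 0.691. Leaving out other single arrays also moved the count of 15: it was 6 without control replicate 5, 7 without control replicate 3, 8 without LPS+CO replicate 1, LPS+CO replicate 3 or LPS replicate 5, 9 without control replicate 1 or LPS+CO replicate 2, and 24 without LPS replicate 1. With dim probe sets left out it was 8, of 5 genes. Fitting for each contrast only the arrays it compares gave 131 probe sets of 82 genes. In simulated data whose CO groups had no effect, the same rule passed a median of 134 probe sets with all 20 arrays and 119 without the array labelled CO replicate 1. The paper states, with reference to Figure 1B, that CO mainly suppressed these genes.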

Notably, neither of the two genes that were marginally suppressed by CO in the absence of LPS were significantly suppressed in the presence of LPS. 

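With LPS, MACC1 had a signal of 4.01 ± 2.81 (SD, n = 5) and with LPS+CO of 7.64 ± 7.79 (SD, n = 5). The log2 fold change was 0.43 (standard error 0.48, adjusted p = 0.9996 from limma), and 3 of 5 pairs were lower with CO. Its other probe sets, equally dim, ran the other way (-1.04 and -0.18), neither passing.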

Of LPS-induced genes suppressed by CO, 19% (15/79) were known transcription factors including several EGR family members (Table S1). 

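The EGR genes, zinc-finger immediate-early transcription factors, were among the strongest LPS-induced genes and had lower mean signals with CO. EGR3 went from 57.7 ± 17.2 (SD, n = 5) in control to 2189 ± 590 (SD, n = 5) with LPS and 1215 ± 367 (SD, n = 5) with LPS+CO, EGR4 from 23.1 ± 9.09 to 348 ± 151 and 165 ± 71.0, and EGR1 from 262 ± 50.4 to 5379 ± 654 and 4698 ± 1092 (SD, n = 5 each). EGR3 and EGR4 were lower with CO in 5 of 5 pairs and EGR1 in 4 of 5; their log2 fold changes with CO were -0.86 (standard error 0.77), -1.05 (standard error 0.70) and -0.22 (standard error 0.55), each with adjusted p = 0.9996 from limma. ATF3, a stress-induced bZIP factor, was at 0.741 of its LPS signal with CO, KLF6 at 0.792 and NR4A2, an orphan nuclear receptor, at 0.636. The other probe sets ran the same way except the dimmest of EGR4 (0.39) and of KLF6 (0.03); those of ATF3 and KLF6 and the dimmer one of NR4A2 did not meet the composite rule in either set of arrays, while the dimmest of EGR1 (-0.41) met it without the array labelled CO replicate 1. The 23 immediate-early transcription factors had a median log2 fold change of -0.16 with CO (camera adjusted p = 0.496, and 0.985 with an estimated correlation; camera adjusted p = 0.000886 without the array labelled CO replicate 1). Of the 15 transcription factors of Table S1, which were chosen on these arrays, 14 had a probe set of their own, 12 of these were lower in all 5 pairs (median log2 fold change -0.54), 1 met the composite rule in all 20 arrays and 13 did without the array labelled CO replicate 1.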

Inflammatory response genes such as cytokines (IL-1β and TNF-α), chemokines (macrophage inflammatory protein 3 alpha [MIP-3α or CCL20], regulated upon activation, normal T-cell expressed and secreted [RANTES or CCL5], chemokine ligand -1 [CXCL1], CXCL3 and CXCL8 [IL-8]), and inflammatory pathway enzymes (prostaglandin-endoperoxide synthase-2 [PTGS2 or COX2] and phosphodiesterase 4B [PDE4B]) were also prominent among CO-suppressed transcripts (see Table S1 for a complete list). Some of these genes had not been previously identified as targets of CO suppression, including EGR3, EGR4, CXCL1, CXCL3, CCL3, CCL20, pentraxin-related gene (PTX3), TNF alpha-induced protein 3 (TNFAIP3), activating transcription factor 3 (ATF3), nuclear factor of kappa light chain gene enhancer in B-cells (NFKBIA or IκB-alpha), micro RNA-155 (miR-155) and PDE4B. 

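Mean signals of 9 cytokine, chemokine and inflammatory enzyme genes that the paper names as suppressed were lower with CO. The list of cytokines was lower by camera (median log2 fold change -0.33, adjusted p = 0.0186), but not with an estimated correlation (adjusted p = 0.985). The list of the prostaglandin and cAMP pathway was not lower by camera with all 20 arrays (8 of 13 lower in sign, median -0.08, adjusted p = 0.574). Without the array labelled CO replicate 1 this list passed by camera (adjusted p = 0.0089). With an estimated correlation and all 20 arrays it did not (adjusted p = 0.985). IL1B was at 0.513 of its LPS signal (log2 fold change -0.96, standard error 0.87), going from 5038 ± 891 (SD, n = 5) to 2683 ± 970 (SD, n = 5). TNF was at 0.765, CCL20 at 0.541, CCL5 at 0.656, CXCL1 at 0.662 and CXCL3 at 0.522. CXCL8, the IL-8 gene, was at 0.925, with 8604 ± 294 (SD, n = 5) with LPS and 7974 ± 534 (SD, n = 5) with LPS+CO; its second probe set had log2 fold changes of 4.24 with LPS and -0.30 with CO. PTGS2 was at 0.433 (635 ± 206 to 280 ± 110, SD, n = 5 each) and PDE4B, a phosphodiesterase that degrades cAMP, at 0.545 (374 ± 50.8 to 207 ± 48.6, SD, n = 5 each). All 9 genes named here were lower in 5 of 5 pairs, and none passed limma's CO contrast with all 20 arrays (adjusted p = 0.9996 for each) or without the array labelled CO replicate 1 (adjusted p = 0.152 for PDE4B, 0.224 for IL1B and 0.395 for PTGS2). Without it CCL5, CXCL1, CXCL3, PDE4B, IL1B and PTGS2 passed the composite rule, and TNF (FDR 0.203), CCL20 (FDR 0.324) and CXCL8 (FDR 0.852) did not. The dimmest probe set of PDE4B ran the other way (0.58).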

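PTX3, which encodes a soluble pattern recognition protein, was at 0.624 of its LPS signal with CO (871 ± 143 to 545 ± 96.6, SD, n = 5 each). TNFAIP3, the NF-κB inhibitor A20, was at 0.768 (5292 ± 135 to 4095 ± 574, SD, n = 5 each) and NFKBIA, or IκB-alpha, at 0.875 (5165 ± 240 to 4530 ± 375, SD, n = 5 each). Each was lower in 5 of 5 pairs, with log2 fold changes of -0.68 (standard error 0.47), -0.38 (standard error 0.60) and -0.19 (standard error 0.41) and adjusted p = 0.9996 from limma. Without the array labelled CO replicate 1 PTX3 met the composite rule (FDR 0.00202) and TNFAIP3 (FDR 0.217) and NFKBIA (FDR 0.666) did not; a second probe set of TNFAIP3 (-0.63) did, and a dim one of NFKBIA was unmoved (0.02). No value is given for genes whose probe sets are annotated to several genes.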

See Table S1 for all newly identified CO-suppressed genes.

**Figure 1:**
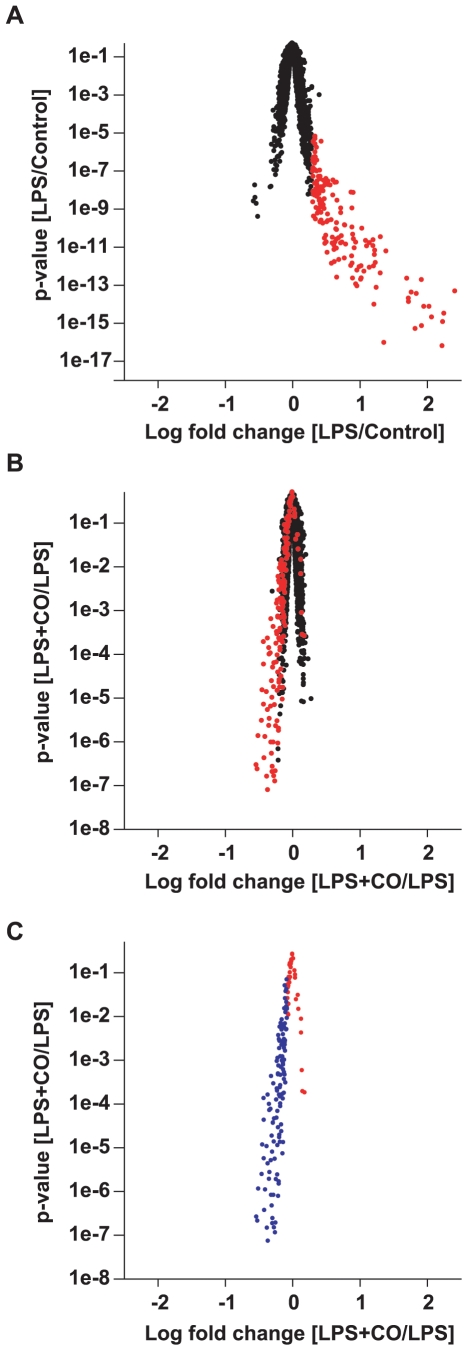
Volcano plot of changes in gene expression. (A) LPS effect compared to control; probesets meeting criteria for LPS upregulation are shown in red. (B) CO effect on LPS exposed cells; again, probesets upregulated by LPS are shown in red. (C) CO effect on the subset of genes that were upregulated by LPS; probesets meeting criteria for CO suppression are shown in blue. THP-1 cells were treated with or without LPS (1 µg/ml) in the presence or absence of CO (250 ppm) for 1 h. LPS-induced genes were selected based on FDR ≤10% and fold change ≥2. CO-suppressed genes required FDR ≤20% and fold change ≤0.83. Some genes are represented by more than one probe on these plots. Raw p-values for the comparison of interest are plotted on the y-axes. Fold changes (x-axes) are the log mean ± SEM of four independent experiments.

### Validation of CO Effects in THP-1 Cells and Primary Human Monocytes

Twenty CO-suppressed transcripts identified by microarray were confirmed in THP-1 cells using qRT-PCR. Elutriated monocytes from normal volunteers were also studied by qRT-PCR to determine whether CO suppressed a similar set of LPS-induced genes in primary cells. For THP-1 cells, qRT-PCR compared to microarray results was directionally concordant for all 20 genes. 

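On the arrays, the 18 genes of Table 1 that have a probe set of their own all had a lower mean signal with LPS+CO than with LPS, and each was lower in 5 of 5 same-numbered pairs. The ratio of LPS+CO to LPS ran from 0.433 for PTGS2 to 0.925 for CXCL8, with 0.589 for CCL4, 0.591 for CXCL2, 0.649 for ICAM1, an endothelial and leukocyte adhesion molecule gene, and 0.551 for EGR3. By the rule for LPS, 16 of the 18 were LPS-induced with all 20 arrays. CCL5 and ICAM1 missed it on all of their probe sets. The dimmest probe sets of CXCL2, ATF3 and PDE4B and the dimmer ones of EGR4 missed it too. None of the 18 passed limma's CO contrast at an adjusted p under 0.05, and none met the composite rule with all 20 arrays; 13 met it without the array labelled CO replicate 1. These genes had been chosen by the paper from the same arrays.

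**Figure D3:**
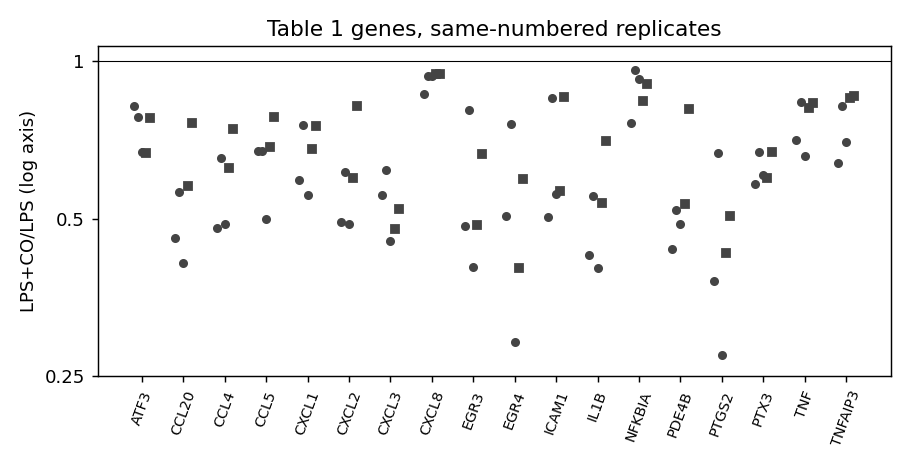
Ratio of LPS+CO to LPS (log axis) for 18 genes of Table 1 in each of 5 same-numbered replicates; circles are replicates 1 to 3 and squares replicates 4 and 5, and the line marks a ratio of 1. All points lie below 1.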

Nineteen of 20 transcripts independently met criteria as significantly CO-suppressed by qRT-PCR (p<0.05, ANOVA *post hoc* contrast of LPS+CO *vs.* LPS; Table 1). Like THP-1 cells, elutriated primary human monocytes were challenged with LPS for 1 h in the presence or absence of CO gas (250 ppm). For primary human monocytes, 19 of these 20 genes were directionally concordant with the microarray results in THP-1 cells and these same 19 were individually confirmed as significantly CO-suppressed (p<0.05, ANOVA *post hoc* contrast of LPS+CO *vs.* LPS; Table 1).

For validation at the protein level, two secreted genes (IL-1β and IL-8) were chosen for further evaluation. As expected, treatment with LPS (1 µg/ml) increased IL-1β and IL-8 production at 2 h and exposure to CO (250 ppm) significantly down-regulated this response in both THP-1 cells (p<0.02 for both, paired t-test; Figure 2, A and B, respectively) and primary human monocytes (p<0.02 for both, paired t-test; Figure 2, C and D, respectively).

**Figure 2:**
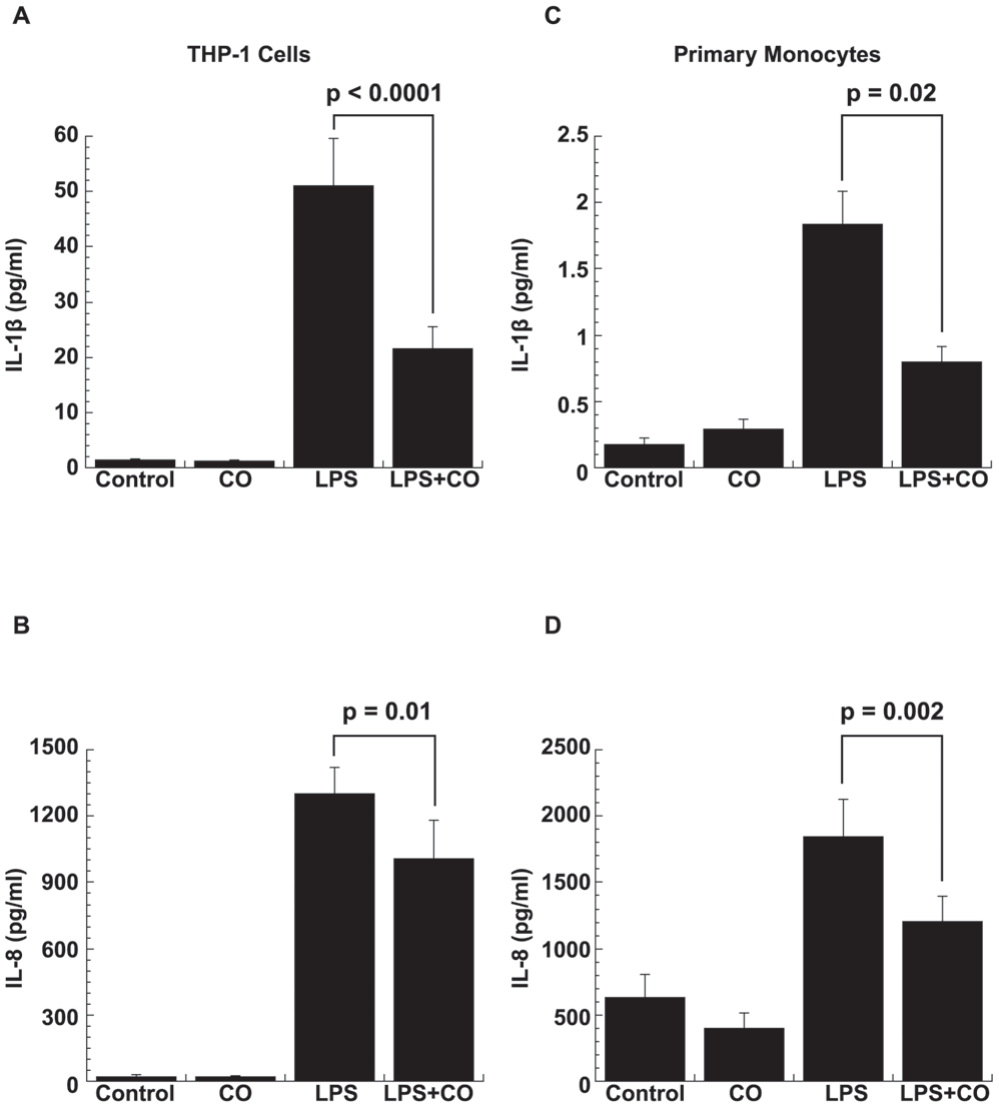
CO downregulation of LPS-induced IL-1β and IL-8 protein. CO downregulated LPS-induced production of (A) IL-1β and (B) IL-8 in THP-1 cells (p<0.02 for both), and likewise (C) IL-1β and (D) IL-8 in primary human monocytes (p ≤0.02 for both). THP-1 cells (0.5×10^6^) or primary human monocytes (1×10^6^) were incubated with LPS (1 µg/ml) in the absence or presence of CO (250 ppm) for 2 h. Cytokine production was measured in supernatants by ELISA. Results are mean ± SEM of at least four independent experiments for THP-1 cells and seven healthy blood donors for primary monocytes.

### Time Course of CO Suppression

Next, a time course of IL-1β transcription and protein expression was evaluated in THP-1 cells using qRT-PCR. CO suppression of IL-1β, a prototypic inflammatory response gene, was found to be both early and transient. Nuclear run-on assays demonstrated that CO suppressed IL-1β transcription by 98% at 30 min after LPS stimulation (p = 0.001), and by 67% at 1 h (p = 0.01, ANOVA *post hoc* contrast of LPS+CO *vs.* LPS; Figure 3A). Consistent with these effects on transcription, CO suppressed LPS-induced IL-1β mRNA expression by 96% at 30 min, (p<0.0001; Figure 3B). Again, the size of this effect decreased over time and CO no longer suppressed IL-1β mRNA 4 h after LPS exposure. Similarly, a time course of IL-1β protein secretion showed a reduction in the CO effect from 69% suppression at 2 h to only 20% at 6 h (p = 0.1, Cochran-Armitage test of linear trend; Figure 3C).

**Figure 3:**
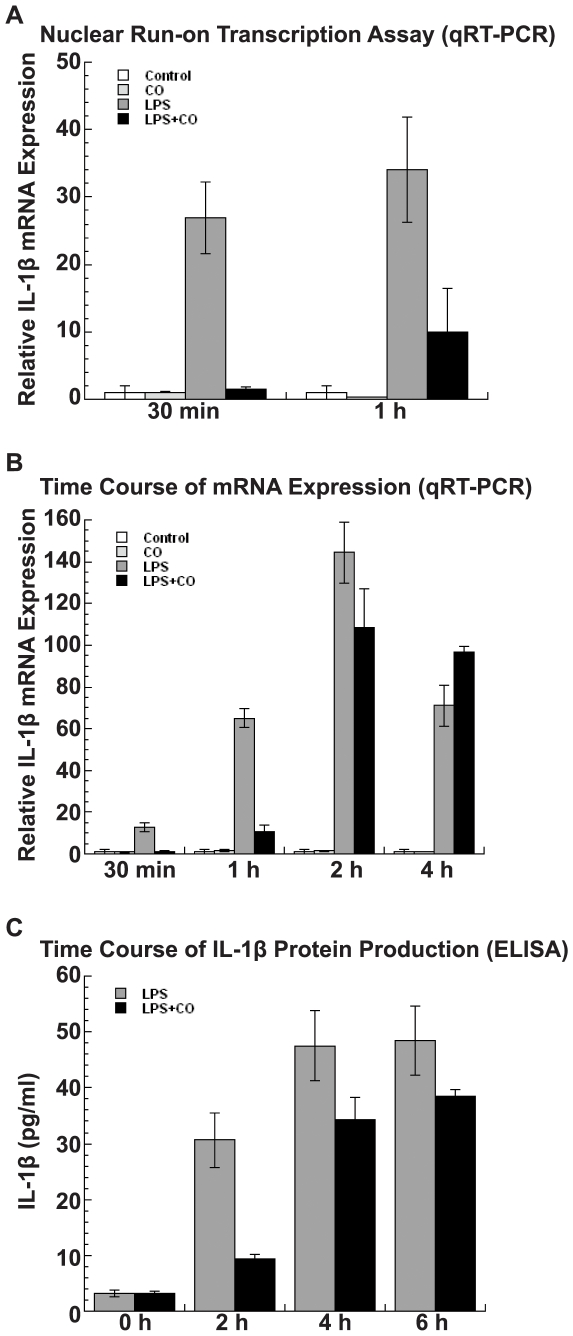
CO suppression of LPS-induced IL-1β transcription, mRNA expression, and protein production. (A) Nuclear run-on assays in THP-1 cells (2×10^7^) showed that CO represses IL-1β transcription by almost 98% within 30 min of LPS stimulation (p = 0.001) and the effect decreased to 67% at 60 min (p = 0.01). (B) A time course analysis of IL-1β mRNA expression in THP-1 cells (2×10^6^) by qRT-PCR showed that CO strongly suppressed LPS-induced IL-1β mRNA by more than 90% within 30 min of exposure (p<0.0001), an effect that was no longer present at 4 h. (C) Time course analysis of IL-1β protein production in THP-1 cells (0.5×10^6^) showed maximum suppression of CO on LPS-induced IL-1β at 2 h (p = 0.04). Results are mean ± SEM of three independent experiments.

### CO Effects on Stress Kinase Pathways in THP-1 Cells

The immediate onset and rapid decay of CO suppression was similar in pattern to the manner in which LPS-TLR4 signaling activates major stress kinase pathways. Given their importance in LPS-induced gene expression and previous reports linking CO suppression of inflammation to these pathways, the modulation of stress kinases was explored experimentally. CO activated p38 MAPK, pERK1/2 and Akt at 30 min as determined by phosphorylation in a dose (Figure 4A) and time (Figure 4B) dependent manner. CO main effects (p<0.02 for all) were additive with those of LPS for each kinase (p<0.001 for an LPS main effect; p>0.12 for a LPS*CO interaction; Figure 5, A–C). In contrast, CO exposure (250 ppm) did not directly activate JNK (Figure 6A), but rather delayed the early phase of LPS-induced JNK phosphorylation in THP-1 cells (Figure 6B). At 1 h, LPS-induced JNK activation in the presence of CO reached the same intensity as the maximum effect of LPS alone (seen at 30 min), even as the LPS-only response began to wane.

**Figure 4:**
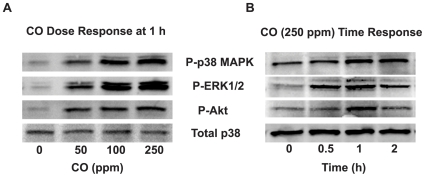
CO activation of stress kinases. THP-1 cells (2×10^6^) were treated (A) with different doses of CO gas (0–250 ppm) for 1 h or (B) with 250 ppm CO gas for various time points (0–2 h). Whole cell lysates (40 µg) were examined for phosphorylated p38 MAPK, ERK1/2 and Akt by Western blotting. Total p38 MAPK showed equal loading and transfer of protein. Results shown are representative blots from three independent experiments.

**Figure 5:**
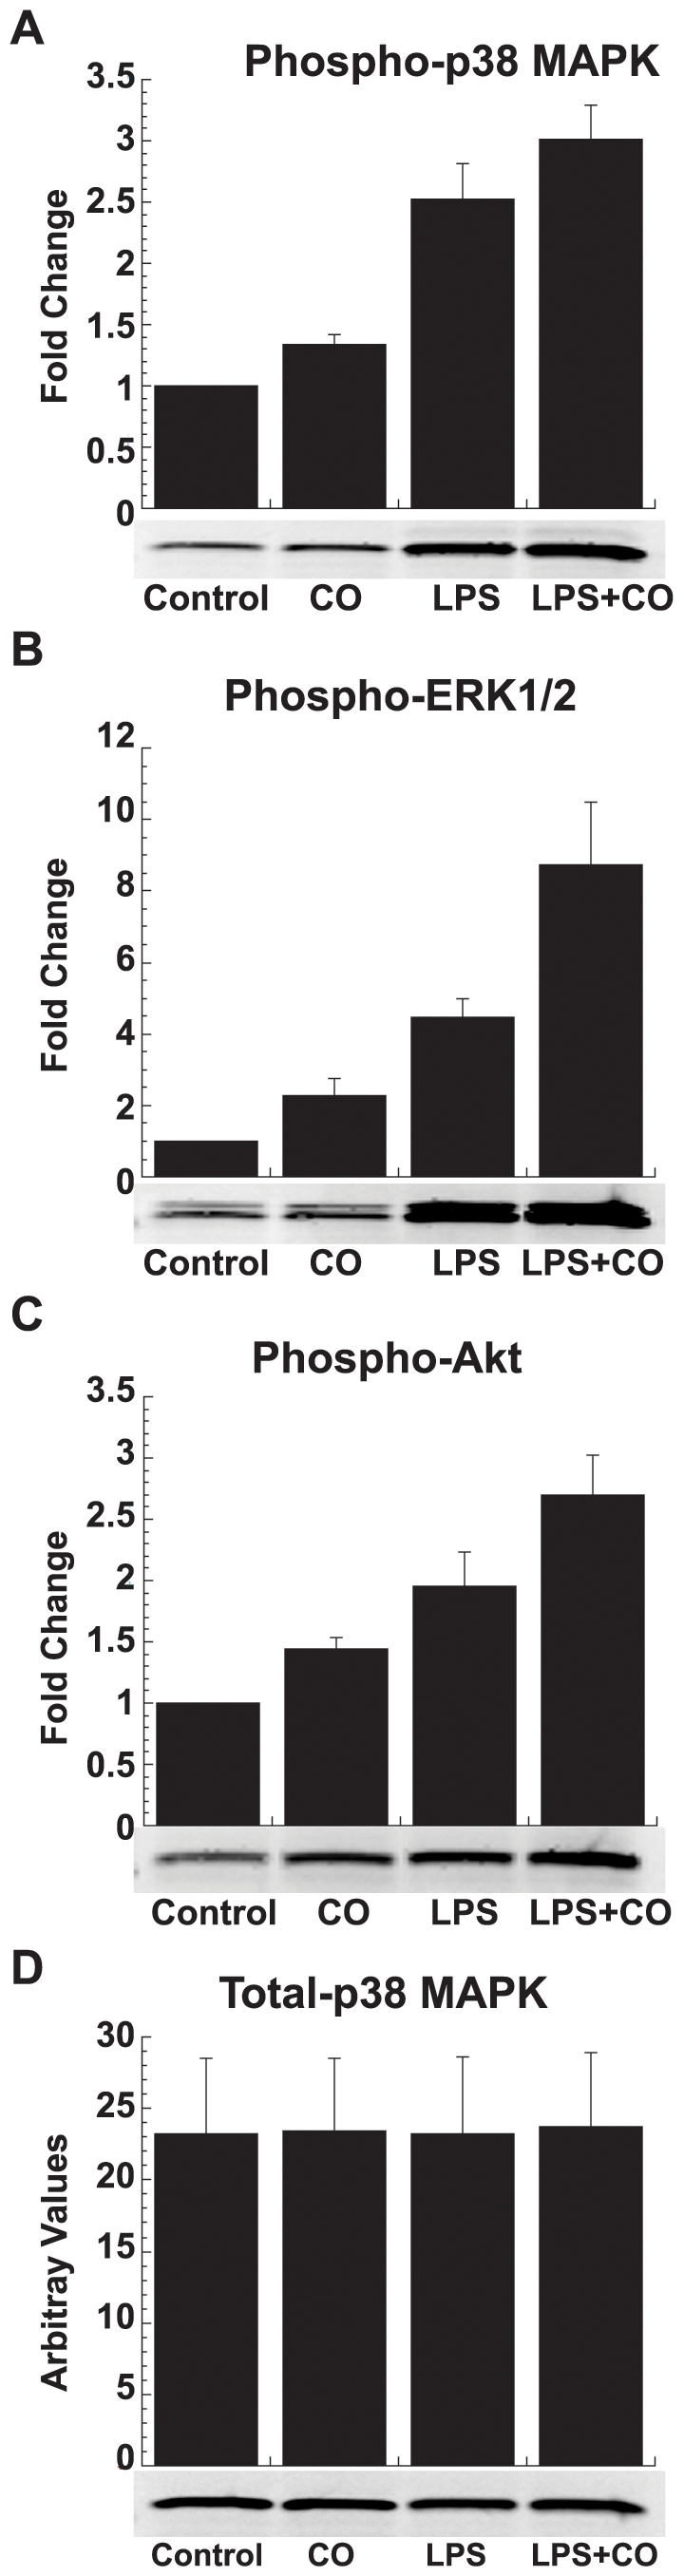
CO activation of LPS-induced stress kinases. CO and LPS activated (A) p38 MAPK, (B) ERK1/2, and (C) Akt as measured by Western blotting. (D) Total p38 served as a loading control. CO and LPS effects for all three kinases were additive. THP-1 cells (2×10^6^) were treated with or without LPS (1 µg/ml) in the presence or absence of CO gas (250 ppm) for 1 h. Densitometric analysis is plotted as fold change from control. Results shown are mean ± SEM of three independent experiments along with representative blots.

**Figure 6:**
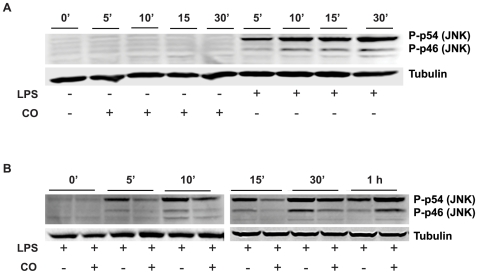
CO effects on LPS-induced JNK activation. (A) Effects of CO and LPS alone on JNK activation. (B) Time-kinetics of LPS (1 µg/ml) induced JNK activation evaluated in the presence or absence of CO (250 ppm). Zero to 10 min and 15 min to 1 h were run at the same time, but on separate gels. Whole cell lysates (40 µg) from THP-1 cells (2×10^6^) were examined for phosphorylated JNK by Western blotting. α-Tubulin demonstrated equal loading and transfer of protein. Results shown are representative blots from at least two independent experiments.

Despite these effects of CO on kinase pathways, CO suppressed LPS induction of IL-1β in the absence (p≤0.04 for all) and presence (p≤0.055 for all) of specific kinase inhibitors (Figure 7, A–D). Inhibitors of p38 MAPK, ERK1/2, and JNK all failed to prevent or significantly decrease CO suppression of IL-1β induction by LPS (p≥0.18 for an interaction between CO suppression and any of these three inhibitors; Figure 7, A, B and C). Interestingly, Akt inhibition increased LPS induction of IL-1β, while CO suppression became proportionally larger (p = 0.04 for an interaction between CO and the Akt inhibitor; Figure 7D). Akt inhibitor-mediated increases in CO suppression suggest that CO activation of Akt may actually interfere slightly with CO suppression of inflammation. Collectively, inhibitor experiments provided no evidence indicating that any of these kinase pathways are primarily responsible for CO suppression of inflammation.

**Figure 7:**
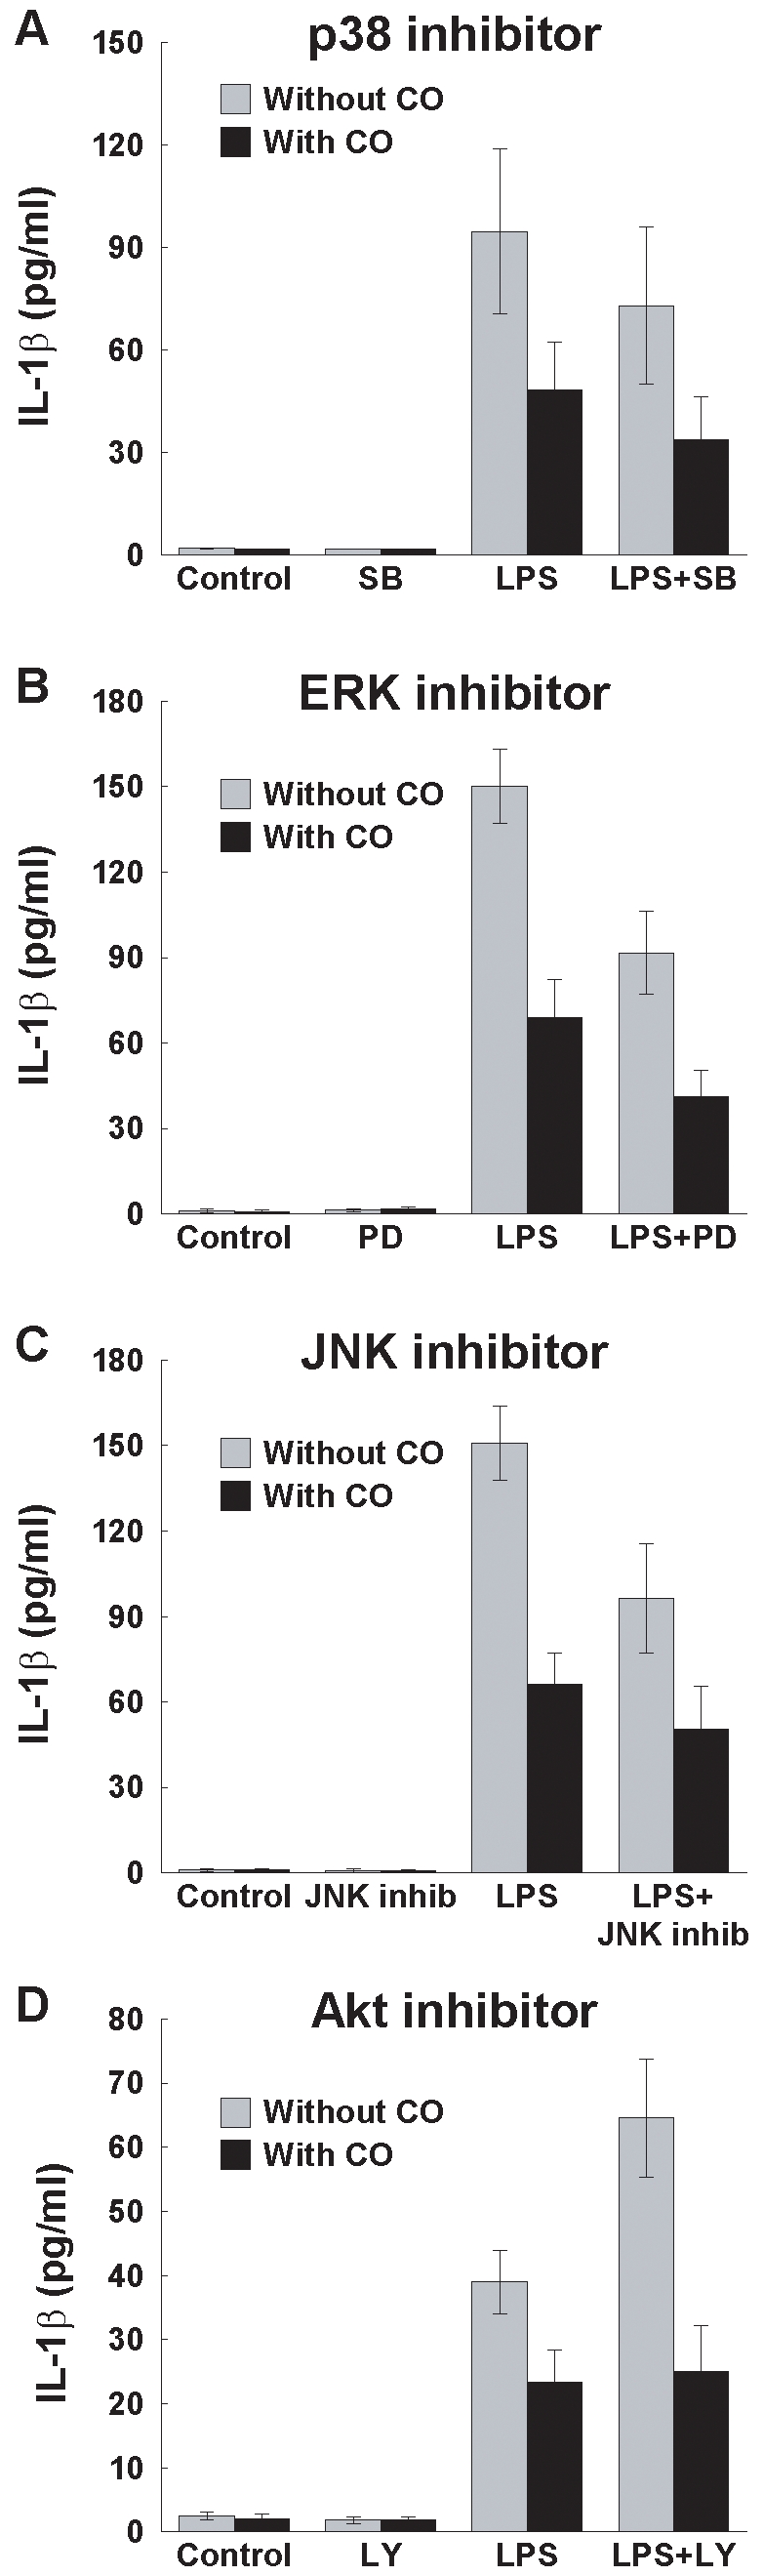
Effects of CO on LPS-induced IL-1β production in the presence or absence of stress kinase inhibitors. THP-1 cells (2×10^6^) were pretreated with inhibitors of (A) p38 MAPK (SB202190; 0.1 µM), (B) ERK1/2 (PD98059; 30 µM), (C) JNK (Inhibitor II; 10 µM), and (D) Akt (LY294002; 10 µM) for 30 min and then stimulated with LPS (1 µg/ml) in the presence or absence of CO gas (250 ppm) for 2 h. DMSO (0.1%) vehicle was used as control. IL-1β production was measured in supernatants by ELISA. Results are mean ± SEM of three to five independent experiments.

### Association of CO Suppression with NF-κB Signaling

In addition to stress kinase pathways, LPS-TLR4 signal transduction leads to MyD88-dependent, early phase and MyD88-independent late phase activation of NF-κB. 

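Textbook NF-κB target genes were induced by LPS but were not among the few genes that met the composite rule for CO suppression in all 20 arrays: 0 of 12 such genes were on the list, against 40 of 19775 genes measured (Fisher's exact test, p = 1) and against 19 of 103 LPS-induced genes (p = 0.117; 0.036 without LPS replicate 3, with 0 listed). Without LPS replicate 1, 1 was listed (Fisher's exact test, p = 0.0417 against all genes measured, 0.0627 against LPS-induced genes). In batch 2 alone 11 were on the list (Fisher's exact test, p = 2.92e-20 against all genes measured, 0.615 against LPS-induced genes). With median scaling in place of quantile normalization 1 was on the list (Fisher's exact test, p = 0.0299 and 0.293). Without the array labelled CO replicate 1, 17 of 78 were on it (Fisher's exact test, p = 1.72e-31 against all genes measured), and against the 25 listed among 150 LPS-induced genes the exact p was 0.124. With only the arrays of the groups compared, 20 of 82 were on it, and against LPS-induced genes the exact p was 0.00628. Over-representation of these textbook targets beyond LPS induction thus depended on the arrays fitted. The 0 of 12 cannot decide it, because the array labelled CO replicate 1 widens the standard errors of targets it carries. In the CO contrast these were 0.87 for IL1B and 0.74 for TNF, and 0.20 for each without that array. Of the listed genes named above, HEY2 (0.18 and 0.19) and SLC18B1 (0.22 and 0.22) kept theirs, and SPRY1 went from 0.31 to 0.24. The textbook targets are another gene set than the Ingenuity pathway and the promoter sites of the paper. Of 24 measured components of NF-κB signalling 0 were suppressed by the composite rule. Without the array labelled CO replicate 1, 1 was (Fisher's exact test, p = 0.0905 against all genes measured, p = 0.608 against LPS-induced genes). By camera the list of components was lower with CO (19 of 24 lower in sign, median log2 fold change -0.10, adjusted p = 0.0397). With an estimated correlation it did not pass (adjusted p = 0.985). REL, a subunit of NF-κB, was at 309 ± 28.3 (SD, n = 5) with LPS and 222 ± 15.6 (SD, n = 5) with LPS+CO (log2 fold change -0.48, standard error 0.20, adjusted p = 0.987 from limma), and NFKB2 at 98.2 ± 8.59 and 90.0 ± 14.9 (SD, n = 5 each); a dim probe set of each ran the other way (0.18 for REL, 0.07 for NFKB2).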

Ingenuity Pathway® analysis identified the canonical NF-κB pathway as significantly over-represented in our microarray list of CO-suppressed genes (p<0.001). Of 79 immediate-early genes suppressed by CO, 67% (53/79) had NF-κB binding sites in their promoters based on an analysis using Genomatix® Bibliosphere. A sequence-based promoter analysis of our CO-suppressed genelist using Biobase (http://www.biobase-international.com) found that 54% (43/79) had putative NF-κB binding sites (p≤0.03; hypergeometric test comparing the genelist vs. 562 human housekeeping genes). Manual searches of PubMed found another five NF-κB regulated genes not recognized by Genomatix®, two of which were also not identified to have NF-κB binding sites by Biobase. Overall 81% (64/79) of CO-suppressed genes were NF-κB targets as determined by one or more of the above approaches (Table S1).

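Of the Table S1 genes with a probe set of their own, the 58 marked there as NF-κB targets had a mean log2 fold change with CO of -0.64 ± 0.37 (SD) and the 13 not marked -0.70 ± 0.51 (SD), a difference of 0.06 that lies within the spread (permutation test, 100000 resamples, two-sided p = 0.613, adjusted p = 0.613 over 2 comparisons). IL1A, the interleukin-1α gene, was at 0.295 of its LPS signal with CO and BCL2A1, an anti-apoptotic NF-κB target, at 0.457, each lower in 5 of 5 pairs; a second, dimmer probe set of IL1A did not follow (0.21). Among the 103 LPS-induced genes, the 19 on the list of textbook NF-κB targets averaged -0.67 ± 0.41 (SD) and the 84 others -0.38 ± 0.44 (SD), a difference of -0.29 (permutation test, p = 0.0096, adjusted p = 0.0192). On the 77 genes whose probe set of highest mean signal was itself LPS-induced, a selection made after the values were seen, the 58 others averaged -0.43 ± 0.45 (SD) and the difference was -0.24 (permutation p = 0.0412, unadjusted). Genes are not independent replicates, and the Table S1 genes were chosen for CO suppression on these arrays, so that their comparison does not test the classes. The comparison of textbook targets was not adjusted for the size of the LPS effect. Across the LPS-induced genes the CO effect went with that size (Spearman's rho -0.395 and -0.531 between batches). The comparison thus does not separate NF-κB targets from strongly induced genes.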

Both THP-1 cells and primary human monocytes were used to directly test the association of CO suppression with NF-κB signaling as suggested by the microarray results. CO was found to block an early step in LPS-induced NF-κB activation. Cytoplasmic and total cell protein extracts were analyzed by Western blotting for total IκBα and IκBα phosphorylated at serine residues 32 and 36. LPS exposure induced the rapid (within 15 min) phosphorylation and degradation of IκBα in both THP-1 cells (p<0.0001 for both processes; Figure 8, A and B) and elutriated primary human monocytes (p = 0.003 and p<0.0001, respectively, ANOVA *post hoc* contrast of LPS *vs.* control for each; Figure 8, C and D). Conversely, CO inhibited LPS-induced IκBα phosphorylation (p = 0.002) and degradation (p = 0.004) in THP-1 cells (Figure 8, A and B, respectively). Similar effects of CO on IκBα phosphorylation (p = 0.016) and degradation (p = 0.001) were also documented in primary human monocytes (Figure 8, C and D, respectively), showing that this mechanism of action was not limited to an idiosyncratic cell line.

**Figure 8:**
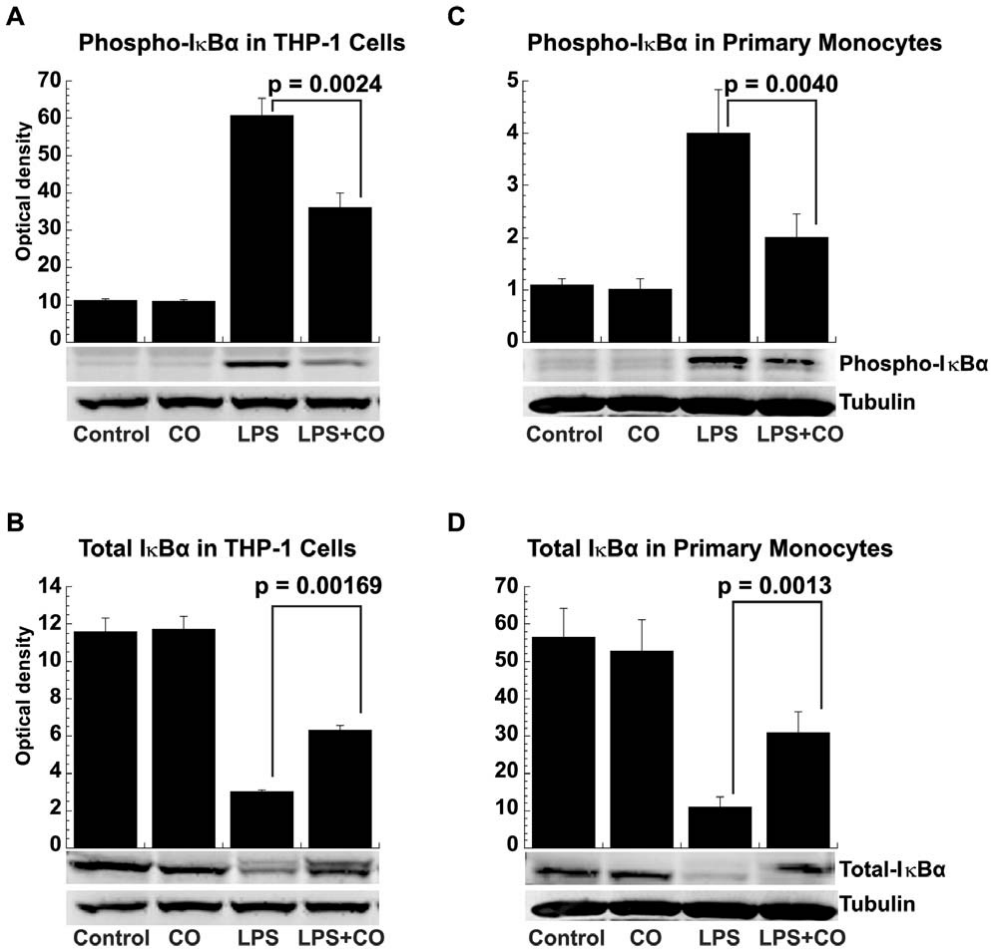
CO prevention of LPS-induced IκBα phosphorylation and degradation. (A) Phosphorylated IκBα in THP-1 cells, (B) total IκBα in THP-1 cells, (C) phosphorylated IκBα in primary human monocytes, and (D) Total IκBα in primary human monocytes. Whole cell extracts or cytoplasmic fractions were prepared from THP-1 cells (2×10^6^) and elutriated primary human monocytes (5×10^6^), treated with or without LPS (1 µg/ml) in the presence or absence of CO (250 ppm) for 15 min and examined for phosphorylated or total IκBα by Western blotting. α-Tubulin served as a equal loading and transfer control. Densitometry results are shown as the means ± SEM of three independent experiments.

IκBα phosphorylation and degradation frees NF-κB from sequestration, allowing it to translocate to the nucleus, bind to target promoters, and turn-on transcription. LPS stimulation caused NF-κB p65 translocation from the cytoplasm to the nucleus while CO interfered with this effect in THP-1 cells (p = 0.002; Figure 9A) and primary human monocytes (p = 0.002; Figure 9B), as seen by Western blotting.

**Figure 9:**
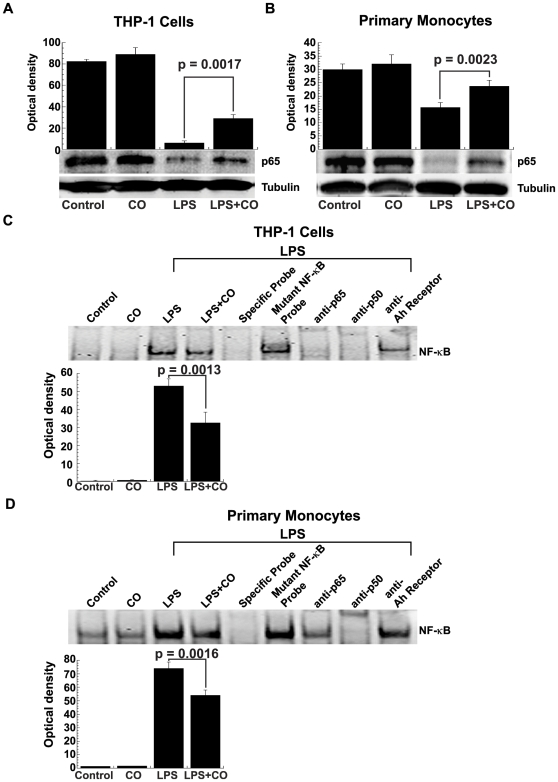
CO inhibition of LPS-induced NF-κB nuclear translocation and activation. CO inhibited LPS-induced nuclear translocation of NF-κB from the cytoplasm (A) THP-1 and (B) primary human monocytes as shown by Western blotting using antibodies against p65. Cytoplasmic fractions were made by treating the cells with or without LPS (1 µg/ml) in presence or absence of CO (250 ppm) for 30 min. Nuclear extracts were prepared to measure NF-κB DNA binding by EMSA in (C) THP-1 cells and (D) primary human monocytes using NF-κB probe. Supershift of the LPS-induced NF-κB complex is shown using anti-p65 and anti-p50 antibodies, while anti-Ah Receptor (C-18) antibody served as a negative control. THP-1 cells (1×10^7^) and primary human monocytes (2×10^7^) were stimulated with or without LPS (1 µg/ml) in the presence or absence of CO (250 ppm) for 30 min. Densitometry results are shown as the means ± SEM of three independent experiments. Results are representative gels from at least three experiments.

EMSA were performed using nuclear extracts from THP-1 cells and primary human monocytes to further demonstrate CO effects on NF-κB signaling. As expected, LPS increased the formation of a protein complex with NF-κB consensus sequence probe. CO exposure reproducibly reduced NF-κB complex formation in both THP-1 cells and primary human monocytes (p = 0.001 and p = 0.002; Figure 9, C and D, respectively). Experiments were carried out with 100-fold molar excesses of unlabeled specific probe that competed with NF-κB binding and mutant probe that did not, demonstrating the sequence specificity of NF-κB bands. Finally, anti-p65 and anti-p50 antibody super-shifted and/or diminished the density of NF-κB-protein complexes in both THP-1 cells and primary human monocytes (Figure 9, C and D, respectively) confirming the presence of these proteins. An irrelevant anti-Ah Receptor (C-18) antibody, used as negative control, did not alter the LPS-induced NF-κB complexes (Figure 9, C and D, respectively).

## Discussion

CO has been linked to vascular health and identified as a cytoprotective messenger in lung injury. This has led to speculation about the potential therapeutic benefits of CO in septic shock and pulmonary inflammation. However, most mechanistic and therapeutic research on CO has been performed in rodent models of inflammation and tissue injury. This has importantly advanced several mechanisms of CO action, identified a number of downstream gene targets, and shown beneficial effects of CO in models of ischemia reperfusion injury [13], transplant rejection [36], ventilator-induced lung injury [37] and septic shock [7], [38]. Exploration of CO signaling in human cells suggests extensive overlap with findings in rodents, yet a recent study in endotoxin challenged volunteers failed to detect clinically important anti-inflammatory effects *in vivo* [32].

Here microarrays were used to more globally characterize the effects of CO on the early LPS- induced inflammatory response of human cells. Although conducted in THP-1 cells, a monocytic cell line, many CO-suppressed genes were subsequently confirmed in primary human monocytes. CO was found to broadly suppress LPS-induced immediate-early genes that initiate and propagate inflammation including pivotal transcription factors (e.g. EGR family members and ATF3), cytokines (e.g. IL-1β and TNF-α) and chemokines (CCL5, CXCL1 and IL-8). Using IL-1β as a prototypic target gene, CO suppression of transcription was found to be very fast, but transient, a response pattern reminiscent of LPS-induced kinase activation. While CO activated p38 MAPK, ERK1/2 and Akt and perhaps more importantly delayed LPS-induced JNK activation, inhibitors of these kinase pathways failed to substantially block CO suppression as measured by effects on IL-1β. An analysis of CO suppressed genes revealed that most were transcriptionally regulated by NF-κB. Like the stress kinase pathways, NF-κB is a target of MyD88-dependent early phase LPS-TLR4 signaling. CO was subsequently shown to significantly block an early step in LPS-induced NF-κB activation. Collectively our findings support a mechanism for the anti-inflammatory actions of CO that targets a proximal step in LPS-TLR4 signal transduction, before the divergence of the JNK and NF-κB pathways.

The genome-wide effects of CO on gene expression have not been previously investigated in human monocytes. Our experimental design focused on early gene regulation downstream from LPS-TLR4 signal transduction. Using this approach many genes previously reported to be CO responsive either in mouse or human cells were also identified here such as TNF-α [7], [37], MIP-β [7], IL-1β [7], [18], IL-8 [21], ICAM-1 [16] and COX-2 [39]. In addition to these known CO target genes, new CO-responsive transcripts were detected for the first time by microarray including CCL3, CXCL1, CXCL3, PTX3, PDE4B, NFKBIA, ATF3, EGR family members other than EGR1, miR-155 and TNFAIP3. CO suppression of numerous chemokines beyond those initially described indicates an ability of CO to broadly modulate chemotaxis and cell recruitment, early events in establishing a local inflammatory response. 

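The 17 chemokine genes measured had a median log2 fold change of -0.43 with CO in LPS-treated cells, and 14 of them had a lower signal. By camera the list was lower (adjusted p = 0.0306; adjusted p = 0.985 with an estimated correlation), with no member passing limma's test. CXCL10, an interferon-induced T-cell attractant, was at 57.3 ± 12.5 (SD, n = 5) with LPS and 29.6 ± 15.8 (SD, n = 5) with LPS+CO, lower in 5 of 5 pairs. CCL8 was dim, at 21.8 ± 10.1 (SD, n = 5) and 11.4 ± 7.9 (SD, n = 5), lower in 4 of 5 pairs. Neither CXCL10 (adjusted p = 0.476 from limma) nor CCL8 (adjusted p = 0.855) was LPS-induced by the rule used here. Neither met the composite rule, with or without the array labelled CO replicate 1.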

PTX3, another novel CO target, is produced at sites of infection by macrophages and has been implicated in acute lung injury [40]. PDE4B, also newly discovered here as a CO-suppressed gene is the only known LPS-inducible PDE4 subtype and ablation of this gene protects mice from LPS-induced shock [41]. EGR family members are zinc-finger transcription factors associated with ischemia/reperfusion injury [17]. While EGR-1 was already a recognized CO-target, the finding that CO-suppresses multiple family members suggests a more general role in regulating vascular inflammation due to ischemia [26], [42].

In addition to decreasing the expression of proinflammatory genes, CO also suppressed several transcripts associated with negative feedback mechanisms that control the intensity of immune responses. 

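Of 18 measured negative feedback regulators of TLR signalling 17 had a lower signal with CO in LPS-treated cells, with a median log2 fold change of -0.24. By camera the list was lower (adjusted p = 0.0186; adjusted p = 0.985 with an estimated correlation), and no member passed limma's test alone. SOCS3, a suppressor of cytokine signalling, went from 498 ± 97.4 (SD, n = 5) to 278 ± 83.4 (SD, n = 5), lower in 5 of 5 pairs on this probe set; the dimmest of its others did not follow (0.25). NFKBIZ was at 0.789 of its LPS signal, with a second probe set (-0.46) that met the composite rule without the array labelled CO replicate 1, and DUSP1, a MAP kinase phosphatase, at 0.972 with 1224 ± 204 (SD, n = 5) and 1191 ± 202 (SD, n = 5).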

LPS-TLR4-NF-κB signaling is known to induce miR-155, a microRNA that acts like a brake on inflammation [43]. CO suppression of miR-155 might therefore intensify the response to LPS. Similarly CO also suppressed TNFAIP3, a proapoptotic protein that terminates TLR-induced NF-κB activition and inflammatory gene induction in macrophages [44]. As such, CO suppression of miR-155 and TNFAIP3 could be proinflammatory and allow early phase inhibition of NF-κB signaling by CO to recover. Interestingly, using IL-1β as a protypic gene, CO suppression was found to be transient. In fact, by 4 h after LPS challenge, IL-1β mRNA levels were slightly higher in CO exposed cells. The time dependent loss of CO anti-inflammatory effects has not been reported previously. However, this finding may have implications for the therapeutic application of CO in patients.

We found that CO activated p38 MAPK, ERK1/2 and Akt, but delayed LPS-induced JNK activation in human monocytes. Other investigators have previously identified one or more of these stress kinase pathways as central to the anti-inflammatory effects of CO. LPS-challenged murine macrophages or mice [7] preconditioned with low dose CO gas showed reductions in the production of TNF-α, IL-1β and MIP-1β and increases in IL-10 that were mediated by p38 MAPK. Mice deficient in MKK3, an upstream activator of p38 MAPK failed to modulate TNF-α or upregulate IL-10 in response to CO after LPS challenge. In our experiments, CO effects were additive with LPS in activating p38 MAPK, but unlike the mouse experiments, inhibiting p38 MAPK did not block CO suppression of IL-1β. In addition to p38 MAPK activation, CO inhibition of ERK1/2, an effect opposite to our results in human monocytes, has been associated with the suppression of inflammation. In human pulmonary epithelial cells, IL-17 induction of IL-6 was reduced by CO through interference with ERK1/2 activation [29]. Consistent with these findings, another group demonstrated that CO protection from ischemic lung injury in rats was mediated by the inhibition of ERK activation and subsequent EGR-1 induction [17]. Interestingly, CO inhibition of ERK1/2 in rats was cGMP dependent. In our human monocyte study, CO suppression of early LPS-induced genes was cGMP independent (data not shown), ERK1/2 was activated rather than inhibited by CO, and ERK blockade did not alter the CO effect.

Although we found that CO activated Akt in human monocytes, unlike a study of cardiac ischemia/reperfusion injury in rats [45], inhibition of this pathway enhanced rather than attenuated the impact of CO. We like others, found that CO delayed LPS-induced JNK activation. It was shown in mouse macrophages that delay of JNK activation by CO reduced LPS induction of IL-6 through effects at an AP-1 promoter-binding site [18]. CO-mediated delay of JNK activation is consistent with a proximal disruption in LPS-TLR4 signal transduction that could alter the kinetics of gene expression. However, this mechanism was not essential for IL-1β suppression by CO. Notably, CO effects on JNK have also been associated with cytoprotection from apoptosis [46], an important function of CO that was not examined in the current investigation.

An *in silico* analysis of our microarray results suggested that the canonical NF-κB pathway might be a pivotal effector of CO suppression in human monocytes. NF-κB is held dormant in the cytoplasm of resting cells by IκB. LPS challenge leads to the rapid phosphorylation and degradation of IκB, allowing NF-κB to translocate to the nucleus, where it binds to promoters and activates the transcription of inflammatory response genes [44], [47], [48]. A role for NF-κB in CO suppression is supported by previous studies in murine macrophages [19], human umbilical vein endothelial cells [30], and Caco-2 cells [21], a human colonic adenocarcinoma line. CO inhibition of NF-κB activation has been associated with the suppression of a number of genes including GM-CSF [19], iNOS, ICAM-1[16], IL-8, IL-6 and MMP-7 [21]. While CORM-2 was shown to attenuate NF-κB activation in the livers of septic mice, another *in vivo* study of inhaled CO found no effect on NF-κB activation in rat liver allografts [49]. Two other investigations studying the anti-apoptotic activity of CO have reported CO-mediated NF-κB activation in rat hepatocytes [24], and mouse, cow and human endothelial cells [23]. Nonetheless, CO (250 ppm) was shown in our experiments to reproducibly disrupt IκBα phosphorylation and degradation, and subsequent NF-κB activation in LPS-stimulated human monocytes.

Although CO interference with LPS-TLR4 activation of NF-κB appears to be a pivotal event in the early suppression of gene transcription, the exact mechanism and molecular target(s) of this effect are not entirely clear. Immediate events in LPS-TLR4 signal transduction include the recruitment of adaptor proteins such as MyD88. The MyD88-dependent arm of LPS-TLR4 signaling culminates in the rapid-phase activation of NF-κB and stress kinase pathways. In parallel, the MyD88-independent pathway leads to a slightly later phase of NF-κB activation. Nakahira and colleagues have reported in murine RAW264.7 cells compelling results demonstrating that CO disrupts the recruitment of essential adaptor proteins, specifically MyD88 and TRIF, to the TLR4 receptor complex, thereby reshaping LPS signal propagation [20]. Alterations in these very early LPS-TLR4 signaling events seem like a plausible explanation for both the brief delay in JNK activation and interference with NF-κB-mediated gene induction. Given the regulatory complexity, it also seems likely that changes in the kinetics of adaptor protein recruitment might produce a variety of stress kinase pathway effects depending on the specific cellular context.

CO was shown to suppress immediate-early gene induction in LPS challenged human monocytes. CO activated several stress kinase pathways, while LPS-induced JNK activation was delayed and NF-κB signaling was impaired. Future investigations should focus on early events upstream from NF-κB and stress kinase pathway activation, as well as clinical studies to determine the utility of CO-based therapies in the management of acute inflammation. Our results would suggest that the greatest benefits of CO might be realized in situations where the inflammatory challenge is predictable and brief such as cardiac bypass or ischemia/reperfusion in transplant surgery.

## Supporting Information

Table S1 (0.04 MB XLS) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

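The data are 20 oligonucleotide arrays of THP-1 cells after 1 h, 5 replicates each of control (air), CO (250 ppm), LPS (1 µg/ml) and LPS+CO. The authors deposited linear MAS5 signal intensities, a unit the submitters' processing notes name; according to the paper these were then quantile-normalized, variance-stabilized with the S10 transform and tested by ANOVA with batch and treatment as factors and empirical Bayes pooling, steps that the deposited intensities do not yet include. The paper's text does not give the parameters of S10, define the batch or name the arrays behind the 4 independent experiments of the Figure 1 legend.

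From these intensities, signals were quantile-normalized over the 20 arrays and transformed as log2((x + sqrt(x^2 + c^2))/2), with c the 25th percentile of the normalized signals, 4.4. Fold changes are on this scale, which understates the changes of dim probe sets. Of 54675 probe sets, 62 controls were left out and 54613 tested, with no filter on dim ones. In the platform annotation, updated through Entrez IDs with GRCh38.p14, 41097 have 1 gene, 1801 several and 11777 none, which gives 19775 genes; a gene is represented by its probe set of highest mean signal. limma 3.58.1 in R 4.3.3 was fitted to all 20 arrays with treatment and batch. LPS-induced probe sets had an FDR of at most 0.1 and a fold change of at least 2; CO suppression followed the paper's composite p (the square of the larger of the LPS and CO p-values, Benjamini-Hochberg adjusted) at 0.2 with a fold change of at most 0.83; the words lower and higher for single genes in the CO contrast follow an adjusted p under 0.05. A total of 31 gene lists were tested with camera (preset correlation 0.01), with an estimated correlation and with fry. The number of arrays limits the precision.

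Same-numbered replicates were not paired, because the correlation of their deviations from the treatment means stayed under 0.1 for every pair. limma was also run on simulated arrays of 54613 probe sets, with 100 changed at each size and direction. For LPS against control it recovered 88 of 100 at a log2 change of 1.5 and 100 of 100 at 3. For LPS+CO against LPS it recovered 23 of 100 at -0.5 and 66 of 100 at -1. These rates cannot be carried over to LPS-induced genes whose standard errors the array labelled CO replicate 1 widens. In the CO contrast with every array fitted, these errors were 0.868 for IL1B, 0.965 for PTGS2 and 0.774 for EGR3. Without that array they were 0.199, 0.288 and 0.291.

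Thresholds, gene lists, the rule for named genes, and most tests and alternatives were set before the data were examined; the values in the paper's Table 1 and Table S1 had been read by then. Named genes are those the paper names, the 10 most raised and 5 most lowered by LPS, the 10 most changed each way by CO with LPS if they pass and run the same way in all 5 pairs, those passing or with the 3 smallest p-values for CO without LPS, the 5 smallest p-values of the interaction, and 4 members of each passing list. Alternatives covered the batch term, a replicate block, the transform, the normalization, a filter on dim probe sets, the variance prior, the arrays in the fit, each batch and each array left out.

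Added after the values were seen were the 6 tests on the array labelled CO replicate 1 and their repeat on 167 probe sets, the counts of splits at an unadjusted p, the tests on 77 genes, the exact tests of single genes, the counts of higher probe sets at an unadjusted p for CO without LPS, and the simulated groups of 5. Also after the values were seen, 9 sets of arrays and 3 scales were compared with the fold changes of Table S1, and other constants of the transform and a transform rebuilt from the replicate spread were tried. On the rebuilt scale replicates 2 to 5 gave the highest correlation with the CO fold changes of Table S1 (r = 0.985 across 25 genes, against 0.957 with all 20 arrays), on the planned scale they did not (0.762 against 0.777). The rebuilt scale has a constant set on Table S1's own LPS fold changes. For these reasons all 20 arrays on the planned scale are used throughout, and the others are given only as alternatives.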

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

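The 6 tests of explanations for the array labelled CO replicate 1 were chosen only after its values had been seen; the other tests were set before, except the counts at an unadjusted p and the simulated groups of 5. These 6 tests use 247 probe sets, LPS-induced with only the control and LPS arrays fitted, in place of the 167 of the fit of all 20 arrays, except 1 over all probe sets. The array labelled CO replicate 1 was far from the other CO arrays in its LPS index, the mean of the 247 probe sets scaled to 0 in control and 1 in LPS arrays: it was at 1.17, and the other CO arrays were between 0.0078 and 0.122. Among 73 named genes its value stood far from the other CO arrays in 34. A swap with another array of the series is argued against, since the lowest LPS index of the 10 LPS-treated arrays was 0.656. RNA of an LPS-treated sample of the series mixed in is also argued against: on this array 58.3% of the 247 probe sets were above all 10 LPS-treated arrays, and no LPS-treated array exceeded 23.1% against the others. A response to CO in every CO culture is argued against as well, since the highest LPS index of the other CO arrays was 10.4% of this array's. The other CO arrays reached 0.122, above the bound of 0.1 set for no response to CO itself. Their values cannot bear on a response confined to this culture. A response to CO in this culture alone and a sample from outside the series or LPS reaching this culture cannot be told apart. Across the 247 probe sets its deviation from the other CO arrays correlated with the LPS effect at r = 0.812, below the 0.877 to 0.912 of the LPS arrays and above the other CO arrays (at most 0.0561). On the 167 probe sets, tried last, the values were 1.10 for its LPS index (at most 0.131 for the other CO arrays and at least 0.746 for the LPS-treated arrays), 52.7% against 24.0%, and r = 0.904 against 0.905 to 0.942, so that r came close to the LPS arrays without reaching them. Across all probe sets r was 0.203, which decides nothing because the LPS arrays themselves reached only 0.135 to 0.162.

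The lower signal of LPS-induced probe sets with CO was weighed against technical explanations. Scaling arrays to a common median instead of quantile normalization left the median log2 fold change at -0.452, against the normalization as its cause. The LPS arrays shared by both contrasts were weighed with the median over probe sets chosen from the pooled contrast. With all 20 arrays it was -0.301 and the lowest of 50 simulated unchanged groups -0.395, which does not decide. That simulated range widens with the array labelled CO replicate 1, which is in neither group of the CO contrast. Without that array the median was -0.348 against -0.111. These values argue against the shared LPS arrays as the sole cause for those probe sets. The fold changes of both contrasts correlated at -0.484 across probe sets (covariance -0.0752), against -0.339 (-0.0718) in simulated unchanged groups. Chance cannot be excluded for the single-gene count: the real split gave 1 probe set at an adjusted p under 0.05, 24 of 100 splits gave as many, and the highest other gave 2; at an unadjusted p the real split gave 3 and the highest other 19 with all arrays fitted (22 of 100 as large), and 78 against 60 with only the 10 arrays compared (1 of 100).

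For the count under the composite rule, 1 technical explanation was tested, that the rule passes LPS-induced probe sets with no CO effect. Simulated unchanged groups gave a median of 134 probe sets and at most 644 with all 20 arrays, where 15 were observed, and 119 and at most 387 without the array labelled CO replicate 1, where 122 were observed. These counts are consistent with the rule passing probe sets without a CO effect, so that the count by itself does not separate a CO effect from none. No biological explanation was tested.

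The GAPDH 3'/5' ratio of control replicate 3 was 1.178, far from the other control arrays by Dixon's ratio. By chance about 1 group in 20 has such an array: of simulated groups of 5 normal values 4.97% pass its 95% critical value. LPS lowered 32 probe sets, which the paper does not discuss, at the mirrored thresholds. For LPS-induced probe sets chance can be excluded, with 167 in the real split and at most 3 in the others (1 of 100 as large), while for CO without LPS the real count is 0, so that every split is as large (100 of 100, the highest other 8) and nothing is learned about chance.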

How the results depend on the processing

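Alternatives of the last paragraph were chosen after the values were seen. Leaving out each array in turn gave 112 to 256 LPS-induced probe sets, 21 to 67 LPS-lowered probe sets, 6 to 122 composite-rule probe sets, 6 to 78 composite-rule genes, 1 to 2 CO-lowered induced probe sets, 1 to 2 lower with CO and LPS, 0 to 3 higher with CO and LPS, 0 to 2 lower with CO alone, 0 to 1 higher with CO alone, 0 to 3 with an interaction, 0 to 17 suppressed textbook NF-κB targets (against all genes), 0 to 17 suppressed textbook NF-κB targets (against LPS-induced genes), 1 to 10 lists passing for CO with LPS and 0 to 8 lists passing for CO alone; the highest composite-rule and LPS-induced counts came without the array labelled CO replicate 1. The replicate numbers were not taken to pair the samples (same-numbered correlations between LPS and LPS+CO of 0.0594, 0.000161, 0.0309, 0.0438 and 0.0314). Whether they pair the LPS-responsive genes taken apart was not tested, so that pairing is not excluded. With the replicate block in place of the batch there were 163 LPS-induced and 11 composite-rule probe sets. RGS13, a dim gene, was lower with LPS on its probe set of highest mean signal, and at 0.01362 on the probe set with the highest signed LPS fold change, where it did not change. The causes were not tested, apart from fewer arrays or probe sets in some settings. With dim probe sets left out there were 42 LPS-lowered probe sets, against 32.

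With no batch term there were 2 higher with CO and LPS, 1 lower with CO alone and 1 higher with CO alone. With replicate block in place of the batch there were 0 higher with CO and LPS. With plain log2 of the signal with a pseudocount of 1 there were 2 higher with CO and LPS, 2 lower with CO alone and 1 higher with CO alone. With median scaling without quantile normalization there were 1 suppressed textbook NF-κB targets (against all genes) and 19 lists passing for LPS. With dim probe sets left out there were 8 composite-rule probe sets, 5 composite-rule genes, 0 CO-lowered induced probe sets, 0 lower with CO and LPS and 0 higher with CO and LPS. With eBayes with trend and robust there were 49 LPS-lowered probe sets, 0 CO-lowered induced probe sets, 0 lower with CO and LPS and 0 higher with CO and LPS. With only the arrays of the groups compared there were 58 LPS-lowered probe sets, 131 composite-rule probe sets, 82 composite-rule genes, 0 CO-lowered induced probe sets, 0 lower with CO and LPS, 0 higher with CO and LPS, 2 lower with CO alone, 20 suppressed textbook NF-κB targets (against all genes) and 20 suppressed textbook NF-κB targets (against LPS-induced genes). With batch 1 only there were 5 LPS-induced probe sets, 4 LPS-induced genes, 4 LPS-lowered probe sets, 3 composite-rule probe sets, 3 composite-rule genes, 0 CO-lowered induced probe sets, 0 lower with CO and LPS, 2 higher with CO and LPS, 4 lower with CO alone, 2 higher with CO alone, 4 with an interaction, a median CO effect of -1.26 and 2 lists passing for CO with LPS. With batch 2 only there were 72 composite-rule probe sets, 52 composite-rule genes, 0 CO-lowered induced probe sets, 0 lower with CO and LPS, 0 higher with CO and LPS, a median CO effect of -0.548, 11 suppressed textbook NF-κB targets (against all genes) and 0 lists passing for CO alone. With induced probe sets chosen from the pooled contrast there were 3 composite-rule probe sets and 0 CO-lowered induced probe sets. With FDR of the CO contrast alone over all probe sets there were 3 composite-rule probe sets. With FDR of the CO contrast alone over LPS-induced probe sets there were 9 composite-rule probe sets. With unadjusted p under 0.05 there were 1128 lower with CO alone. With chosen in batch 1, measured in batch 2 there were a median CO effect of -0.8112. With estimated correlation there were 0 lists passing for CO with LPS and 0 lists passing for CO alone. With fry there were 0 lists passing for CO with LPS and 0 lists passing for CO alone.

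With replicates 2 to 5 there were 282 LPS-induced probe sets, 166 LPS-induced genes, 85 LPS-lowered probe sets, 148 composite-rule probe sets, 96 composite-rule genes, 0 higher with CO and LPS, 1 higher with CO alone, 1 with an interaction, 18 suppressed textbook NF-κB targets (against all genes) and 2 lists passing for CO alone. With replicates 2 to 5, replicate block there were 274 LPS-induced probe sets, 164 LPS-induced genes, 85 LPS-lowered probe sets, 142 composite-rule probe sets, 95 composite-rule genes, 2 CO-lowered induced probe sets, 2 lower with CO and LPS, 0 higher with CO and LPS, 17 suppressed textbook NF-κB targets (against all genes) and 2 lists passing for CO alone. With array labelled CO replicate 1 left out, replicate block there were 265 LPS-induced probe sets, 157 LPS-induced genes, 74 LPS-lowered probe sets, 138 composite-rule probe sets, 91 composite-rule genes, 5 CO-lowered induced probe sets, 6 lower with CO and LPS, 1 higher with CO alone, 1 with an interaction, 17 suppressed textbook NF-κB targets (against all genes) and 1 lists passing for CO alone. With transform constant 20 there were 21 LPS-lowered probe sets, 0 CO-lowered induced probe sets, 0 lower with CO and LPS, 0 higher with CO and LPS and 2 suppressed textbook NF-κB targets (against all genes). With transform constant 50 there were 6 LPS-lowered probe sets, 0 CO-lowered induced probe sets, 0 lower with CO and LPS, 0 higher with CO and LPS and 1 suppressed textbook NF-κB targets (against all genes). With transform constant 100 there were 105 LPS-induced probe sets, 61 LPS-induced genes, 2 LPS-lowered probe sets, 5 composite-rule probe sets, 5 composite-rule genes, 0 CO-lowered induced probe sets, 0 lower with CO and LPS, 0 higher with CO and LPS, 1 lower with CO alone and 1 suppressed textbook NF-κB targets (against all genes). With rebuilt transform there were 6 LPS-lowered probe sets, 23 composite-rule probe sets, 0 CO-lowered induced probe sets, 0 lower with CO and LPS, 0 higher with CO and LPS and 4 suppressed textbook NF-κB targets (against all genes). With rebuilt transform, replicates 2 to 5 there were 8 LPS-lowered probe sets, 115 composite-rule probe sets, 74 composite-rule genes, 54 CO-lowered induced probe sets, 65 lower with CO and LPS, 7 higher with CO and LPS, 1 lower with CO alone, 1 higher with CO alone, 10 with an interaction, 2 suppressed NF-κB components (against all genes), 22 suppressed textbook NF-κB targets (against all genes), 22 suppressed textbook NF-κB targets (against LPS-induced genes) and 2 lists passing for CO alone. With rebuilt transform, array labelled CO replicate 1 left out there were 9 LPS-lowered probe sets, 118 composite-rule probe sets, 73 composite-rule genes, 47 CO-lowered induced probe sets, 58 lower with CO and LPS, 6 higher with CO and LPS, 2 with an interaction, a median CO effect of -0.5044, 2 suppressed NF-κB components (against all genes), 22 suppressed textbook NF-κB targets (against all genes), 22 suppressed textbook NF-κB targets (against LPS-induced genes), 11 lists passing for CO with LPS and 0 lists passing for CO alone. With rebuilt transform, replicates 2 to 5, replicate block there were 8 LPS-lowered probe sets, 116 composite-rule probe sets, 74 composite-rule genes, 56 CO-lowered induced probe sets, 65 lower with CO and LPS, 5 higher with CO and LPS, 1 lower with CO alone, 1 higher with CO alone, 16 with an interaction, 2 suppressed NF-κB components (against all genes), 22 suppressed textbook NF-κB targets (against all genes), 22 suppressed textbook NF-κB targets (against LPS-induced genes) and 2 lists passing for CO alone.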

Differences from the paper's values

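For CO-suppressed LPS-induced probe sets under the composite rule, the paper's count is 120 and the value here 15; for genes the paper's count is 79 and the value here 12, and for the share of LPS-induced genes the paper gives 78% against 11.65% here. Of the alternatives set before the data were examined, the counts fall within 1.5 times the paper's when only the arrays of the groups compared are fitted (131 probe sets, 82 genes) and without the array labelled CO replicate 1 (122 probe sets, 78 genes), and not under the others; the share also does so in batch 1 alone and in batch 2 alone. Of 71 Table S1 genes with a probe set of their own, 2 are among the genes called with all 20 arrays and 55 without the array labelled CO replicate 1. Replicates 2 to 5 (148 probe sets, 96 genes, dropping 12 of the 71) and the rebuilt transform with replicates 2 to 5 (115 probe sets, 74 genes, dropping 1) also reach the paper's range, but were chosen after seeing the values, from a comparison of 9 sets of arrays with Table S1, and the constant of the rebuilt scale was set on Table S1's LPS fold changes. The rebuilt transform without the array labelled CO replicate 1 (118 probe sets, 73 genes) does so too and was likewise chosen after seeing the values, as were the fits with a replicate block on replicates 2 to 5 (142 probe sets), on 19 arrays (138) and on the rebuilt scale (116). For CO without LPS the paper counts 2 suppressed genes and 0 probe sets passed here; the plain log2 scale, the groups compared alone and the fits without control replicate 4, control replicate 5, LPS replicate 2 or LPS replicate 5 differ from it by at most 1.5 times, and the others do not.

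Fold changes are not on one scale with the paper's S10 values, so the value on the rebuilt scale follows each, again chosen after seeing the values. A fold change is listed when it is more than 1.5 times apart from the paper's and also further from it than the larger of the replicate SD and the paper's stated error. The LPS/control folds of CXCL3 (17.8158 in the paper, 50.21 here, SD 49, 16.12 on the rebuilt scale) and EGR4 (4.17264 in the paper, 14.42 here, SD 11.4, 7.163 on the rebuilt scale) are more than 1.5 times apart but within the SD. For CCL4 the LPS+CO/LPS fold is 0.38 in the paper, 0.5889 here and 0.3328 on the rebuilt scale, and does not differ by this rule with median scaling without quantile normalization, batch 1 only, without LPS+CO replicate 4, without LPS+CO replicate 5, without LPS replicate 1, without LPS replicate 2. For IL1B the LPS/control fold is 85.2656 in the paper, 32.67 here and 113.7 on the rebuilt scale, and differs under every alternative set beforehand. For CXCL8 the LPS/control fold is 67.1282 in the paper, 7.7 here and 62.25 on the rebuilt scale, and differs under every alternative set beforehand. For CXCL2 the LPS/control fold is 15.3698 in the paper, 63.12 here and 94.24 on the rebuilt scale, and does not differ by this rule with mean of all probe sets of the gene. For CCL4 the LPS/control fold is 261.235 in the paper, 85.48 here and 284.7 on the rebuilt scale, and does not differ by this rule with batch 2 only. For PTGS2 the LPS/control fold is 10.0239 in the paper, 42.56 here and 16.92 on the rebuilt scale, and differs under every alternative set beforehand. For TNF the LPS/control fold is 168.695 in the paper, 27.57 here and 170.5 on the rebuilt scale, and differs under every alternative set beforehand. For TNFAIP3 the LPS/control fold is 56.0956 in the paper, 15.37 here and 56.26 on the rebuilt scale, and differs under every alternative set beforehand. For NFKBIA the LPS/control fold is 16.2031 in the paper, 5.424 here and 15.93 on the rebuilt scale, and differs under every alternative set beforehand. For PDE4B the LPS/control fold is 3.89511 in the paper, 6.342 here and 5.162 on the rebuilt scale, and does not differ by this rule with batch 2 only, mean of all probe sets of the gene. 

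The paper lists all 18 of these Table 1 genes as suppressed; here 0 met the composite rule with all 20 arrays and 13 did without the array labelled CO replicate 1, while all 18 had a lower signal with CO in 5 of 5 pairs. The paper reports the canonical NF-κB pathway of Ingenuity over-represented among suppressed genes, and NF-κB sites in their promoters against housekeeping genes; the list of textbook targets used here is another gene set, so that the results are not like for like. On it were 0 of 12 suppressed genes with all 20 arrays (Fisher's exact test, p = 0.117 against LPS-induced genes), 17 of 78 without that array (p = 0.124) and 20 of 82 with only the arrays of the groups compared (p = 0.00628), the last in the paper's direction. The 0 of 12 does not decide, because that array widens the standard errors of targets such as IL1B and TNF. Also in the paper's direction, with all 20 arrays the 19 textbook targets among LPS-induced genes had a lower mean CO effect than the 84 others (permutation test, adjusted p = 0.0192). That comparison was not adjusted for the size of the LPS effect, so it does not separate targets from strongly induced genes.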

Other observations

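The tests on NF-κB classes and on the size of the LPS effect were set before the data were examined, and the exact tests of single genes and the tests on 77 genes were added after the values had been seen. LPS raised single genes of MAP kinase feedback and prostaglandin signalling, 4 of 15 in the list of MAP kinase phosphatases and ERK feedback genes (median log2 fold change 0.10) and 3 of 13, PTGS2, PDE4B and PTGER4, in that of the prostaglandin and cAMP pathway (median 0.01, camera adjusted p = 0.0248, and 0.110 with an estimated correlation). The paper's text does not name DUSP1, DUSP2, SPRY1, PTGER4 or PMAIP1. DUSP1 rose by 4.01 on the log2 scale (standard error 0.50, adjusted p = 0.00197 from limma), DUSP2 by 4.14 (standard error 0.65, adjusted p = 0.00697) and SPRY1 by 1.80 (standard error 0.31, adjusted p = 0.013). PTGER4, a prostaglandin E2 receptor gene, rose by 1.87 (standard error 0.26, adjusted p = 0.0036) and PMAIP1, a pro-apoptotic BH3-only gene, by 1.58 (standard error 0.17, adjusted p = 0.00106). Of 25 interferon-stimulated genes none passed at 1 h (camera adjusted p = 0.198), nor did any of 18 NRF2 and heme oxygenase targets with CO in LPS-treated cells (median log2 fold change 0.01, camera adjusted p = 0.975); HMOX1 itself was at 27.3 ± 12.9 (SD, n = 5) with LPS and 37.5 ± 20.1 (SD, n = 5) with LPS+CO.

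A hypothesis that genes with a larger LPS effect are lowered more by CO was tested between batches, so that the contrasts shared no arrays. Across 103 LPS-induced genes Spearman's rho was -0.395 with the LPS effect from batch 1 and the CO effect from batch 2, and -0.531 in reverse; on the 77 genes whose probe set of highest mean signal was itself LPS-induced it was -0.347 and -0.477. These values are consistent with the hypothesis; genes are not independent replicates. Whether genes marked as NF-κB targets in Table S1 are lowered more cannot be told from these genes (permutation p = 0.613), since marked and unmarked ones were both chosen for CO suppression on these arrays. For the list of textbook targets among LPS-induced genes the permutation p was 0.0096 (adjusted p = 0.0192), and 0.0412 on the 77 genes with an LPS-induced probe set of highest mean signal. Neither test was adjusted for the size of the LPS effect, so they do not separate the class from that size.

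Exact permutation tests of LPS+CO against LPS for the 18 genes of Table 1 gave an adjusted p under 0.05 for 16 of them (0.033 for IL1B, TNF and PTGS2; 0.109 for CXCL1 and 0.119 for ICAM1, two-sided, n = 5 against 5). These tests use only the 10 LPS-treated arrays, and their labelings were not kept within batch, so that they do not account for batch. They were chosen after no Table 1 gene had passed limma's test. They concern genes the paper chose on the same arrays, so they are not independent evidence.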
